# *Boehmeria nivea* (L.) Gaud. *ameliorate oxidative stress-mediated inflammatory Responses and apoptosis in LPS/CSC-induced chronic obstructive pulmonary disease mouse model*

**DOI:** 10.3389/fphar.2025.1710694

**Published:** 2026-01-28

**Authors:** Ba-Wool Lee, Ji-Hye Ha, Da-Hye Yi, Ju-Hong Kim, Seong-Hun Jeong, Ju Hwan Jeong, Kyungsook Jung, Hyung Jae Jeong, Ji-Young Park, Woo Sik Kim, Young-Bae Ryu, Hyung-Jun Kwon, Jong-Choon Kim, In-Sik Shin, In-Chul Lee

**Keywords:** chronic obstructive pulmonary disease, Boehmeria nivea (L.) Gaud., oxidative stress, thioredoxin-interacting protein, NLRP3 inflammasome, apoptosis

## Abstract

**Introduction:**

*Boehmeria nivea* (L.) Gaud. has traditionally been regarded as a medicinal food with applications in various inflammatory disorders. However, its role in chronic obstructive pulmonary disease (COPD) has not yet been clarified.

**Methods:**

In this study, the preventive efficacy of the ethyl acetate fraction of *B. nivea* (L.) Gaud. leaves (EA-BN) was evaluated in a COPD model established by intratracheal instillation of lipopolysaccharide (LPS; 0.5 mg/kg body weight) and cigarette smoke condensate (CSC; 12.5 mg/kg body weight) in male C57BL/6N mice. The experimental groups received dexamethasone (3 mg/kg) as a positive control or EA-BN at doses of 100 and 200 mg/kg.

**Results:**

EA-BN administration significantly reduced T helper 1 cytokine levels and decreased macrophage and neutrophil counts in bronchoalveolar lavage fluid. Histological analyses revealed that EA-BN mitigated alveolar destruction and inflammatory infiltration, whereas pulmonary function tests demonstrated improvements in the FEV0.1/FVC ratio and lung elastance in the LPS/CSC-induced COPD. Additionally, EA-BN alleviated oxidative stress by promoting the nuclear translocation of Nrf2 and enhancing the expression of its downstream targets, HO-1 and NQO1, leading to a reduction in reactive oxygen species and nitric oxide production. EA-BN downregulated thioredoxin-interacting protein and NLRP3 inflammasome activation, thereby suppressing caspase-1 and IL-1β expression, whereas also attenuating apoptosis by modulating the Bax/Bcl-2/caspase-3 pathway.

**Discussion:**

Collectively, these findings suggest that EA-BN possesses antioxidant, anti-inflammatory, and anti-apoptotic properties, supporting its potential as a preventive agent against COPD.

## 1 Introduction

Chronic obstructive pulmonary disease (COPD) is a refractory respiratory disorder characterized by persistent respiratory symptoms and airflow limitation caused by airway and/or alveolar abnormalities (Katamesh et al., 2025; Macleod et al., 2021). This phenomenon is associated with multiple factors, including oxidative stress, impaired immune repair, and chronic inflammation (Macleod et al., 2021; Zhang et al., 2020). Cigarette smoke is a major risk factor for COPD and contains approximately 4,500 different chemicals, such as oxidants, tar, carcinogens, and toxic gases (Li et al., 2018; Pinto et al., 2017). Prolonged exposure to cigarette smoke activates inflammatory cells such as macrophages and neutrophils, which secrete ROS, Th1 cytokines, and proteolytic enzymes, thereby causing alveolar destruction and extracellular matrix degradation (Hakansson et al., 2012; Ma et al., 2022; Wu et al., 2022). Therefore, a multitarget therapeutic strategy that concurrently addresses oxidative stress, inflammation, and fibrosis could be an effective approach for regulating COPD. This approach may simplify the complex pathogenesis of COPD, potentially leading to improved patient outcomes.

ROS-induced oxidative stress is a critical driver of COPD progression and contributes to extracellular matrix remodeling, alveolar cell death, and bronchiolar obstruction, which collectively impair pulmonary function (Tabeshpour et al., 2024; Yoshida et al., 2019). Persistent oxidative stress amplifies inflammatory responses and disrupts tissue homeostasis, exacerbating the severity of COPD. Nuclear factor erythroid 2-related factor 2 (Nrf-2) plays a pivotal role in regulation of oxidative stress by neutralizing ROS and protecting cells from oxidative damage (Wang et al., 2019). In response to oxidative stress, Nrf-2 dissociates from the Kelch-like ECH-associated protein 1 (Keap-1) and translocates to the nucleus, where it binds to antioxidant response elements (AREs). This interaction triggers transcriptional activation of various antioxidant and cytoprotective enzymes, including NAD(P)H quinone dehydrogenase 1 (NQO1) and heme oxygenase 1 (HO-1), which are essential for mitigating oxidative damage (Xu et al., 2024; Yoshida et al., 2019). As a key antioxidant defense system, the Nrf-2/HO-1/NQO1 signaling pathway upregulation has emerged as a promising therapeutic target for slowing COPD progression and improving disease management.

A comprehensive understanding of lung injury requires the identification of molecular markers that reflect the interconnection between inflammation, oxidative stress, and apoptosis, which together drive COPD progression (Dou, et al., 2025; Zhou et al., 2024). The thioredoxin (TXN)/thioredoxin interacting protein (TXNIP) complex plays a key role in redox homeostasis and is associated with oxidative stress-related disorders, such as diabetes, autoimmune disorders, cancer, and apoptosis (Kansal et al., 2023; Zhou and Chng, 2013). Excessive ROS disrupts the TXN-TXNIP complex, leading to TXNIP-mediated activation of the NLRP3 inflammasome, which subsequently induces caspase-1 cleavage and maturation of IL-1β and IL-18, thereby exacerbating chronic inflammation in COPD (Kim J et al., 2024; Wang et al., 2025). Dissociated TXNIP also promotes apoptosis via the Bax/Bcl-2/caspase-3 pathway, in which an imbalance in the Bax/Bcl-2 ratio impairs mitochondrial integrity. This disruption triggers cytochrome c release, caspase-3 activation, and airway remodeling, resulting in lung destruction (Deng et al., 2017; Fan et al., 2020; Liu et al., 2023). Collectively, these findings suggest that targeting TXNIP-driven NLRP3 inflammasome activation and Bax/Bcl-2-mediated apoptosis, along with the assessment of oxidative and inflammatory biomarkers, represents a promising therapeutic strategy for counteracting oxidative stress-induced inflammation and lung injury in COPD.

*Boehmeria nivea* (L.) Gaud. (BN), a member of the Urticaceae family, is native to Southeast Asia and is commonly found in countries such as the Republic of Korea, China, the Philippines, and India, thriving in warm and humid climates (Wei et al., 2014; Lee et al., 2020). Traditionally, various parts of BN, including the roots, leaves, and flowers, have been utilized in folk medicine for their hemostatic, hepatoprotective, diuretic, antioxidant, and anti-inflammatory properties (Bae, 2000; Lin et al., 1998). Experimental evidence has highlighted its pharmacological properties, including reducing nitric oxide (NO) and ROS levels in lipopolysaccharide (LPS)-stimulated RAW264.7 cells and protecting glial cells exposed to hydrogen peroxide (Sung et al., 2013; Wang et al., 2015). In addition to cigarette smoke exposure, other contributing factors such as bacterial, fungal, and viral infections, as well as air pollutants, are known to exacerbate COPD symptoms (Oladipo et al., 2025; Park et al., 2022). Therefore, in this study, LPS was employed in combination with cigarette smoke condensate (CSC) to better mimic the complex inflammatory environment observed in COPD. However, the protective effects of the ethyl acetate extract of *Boehmeria nivea* (L.) Gaud. (EA-BN) in COPD have not yet been explored. Therefore, we evaluated the protective effects of EA-BN in COPD using LPS- and CSC-exposed cells and mice. We aimed to explore EA-BN as a novel preventive agent for COPD and to elucidate its mechanisms of action by examining the expression of key proteins involved in inflammatory responses and oxidative stress, both of which are central to COPD pathogenesis.

## 2 Materials and methods

### 2.1 Plant material and UPLC-Q-TOF-MS analysis

*Boehmeria nivea* (L.) Gaud. leaves were collected from Naejangsan Mountain (Jeongeup-si, Republic of Korea), shade-dried, and powdered. The powdered material (100 g) was extracted with 1 L of ethyl acetate by ultrasonic-assisted extraction (40 kHz, 30 cycles, 15 min each). The extract was then filtered, concentrated under reduced pressure, and yielded 3.388 g of the ethyl acetate fraction of *B. nivea* (L.) Gaud. (EA-BN). For chemical profiling, EA-BN was analyzed using UPLC coupled with a Q-TOF mass spectrometer on a BEH C18 column (2.1 × 100 mm, 1.7 μm). The mobile phase consisted of 0.1% formic acid in water (A) and acetonitrile (B), with a gradient from 5% to 100% B over 20 min. Mass spectrometric analysis was performed in positive ion mode (*m/z* 100–1500, scan time 0.2 s) with a desolvation temperature of 350 °C, nitrogen flow of 800 L/h, source temperature of 110 °C, and cone voltage of 40 V. Leucine-enkephalin ((M + H)^+^ m/z 556.2615) was used as the lock mass, and data acquisition was conducted using UNIFI software (Waters Corp., USA).

### 2.2 Chemicals and materials

The RAW264.7 cell line was obtained from the Korean Collection for Type Culture (Seoul, Republic of Korea). LPS (*E. coli*; 0111: B4, Cat. Num. L2630), tribromoethanol (Avertin), and dexamethasone (DEX) were sourced from Sigma-Aldrich (MO, USA). Cigarette smoke condensate (CSC) was obtained from the Korean Institute of Toxicology (Jeongeup-si, Republic of Korea). Various assay kits were utilized following the manufacturer’s protocols, including the ROS detection assay kit (DCF-DA; CellRox® green reagent; Thermo Scientific, MA, USA), EZ-Glutathione Assay Kit, EZ-Catalase Kit, EZ-Lipid Peroxidation (TBARS) Assay Kit (DoGen, Seoul, Republic of Korea), and the Nitric Oxide Plus Kit (iNtRON Biotechnology, Republic of Korea). Additionally, ELISA kits for TNF-α, IL-6, and IL-1β (R&D System, MN, USA) and the Diff-Quik® Stain kit (IMEB, CA, USA) were employed in accordance with the respective manufacturer’s instructions.

### 2.3 COPD animal model and experimental procedure

C57BL/6N male mice were obtained from Orient Bio (Republic of Korea) and maintained in accordance with the guidelines of the Institutional Animal Care and Use Committee (IACUC) of KRIBB (Approval Num.: KRIBB-AEC-23317). To establish a COPD mouse model, animals were exposed to LPS and cigarette smoke condensate (CSC). Specific pathogen-free male C57BL/6N mice were randomly divided into the following five groups (*n* = 7 per group).

- Normal control (NC) group: treated with vehicle (2% DMSO) from days 1 to day 14 and phosphate-buffered saline (PBS) intranasal instillation.
- COPD group: treated with vehicle (2% DMSO) from day 1 to days 14 and LPS/CSC intranasal instillation.
- DEX group: treated with dexamethasone (3 mg/kg) from day 1 to days 14 and LPS/CSC intranasal instillation.
- EA-BN-L group: treated with EA-BN-L (100 mg/kg; 2% DMSO) from day 1 to days 14 and LPS/CSC intranasal instillation.
- EA-BN-H group: treated with EA-BN-H (200 mg/kg; 2% DMSO) from day 1 to days 14 and LPS/CSC intranasal instillation.

The LPS/CSC-induced COPD model was developed following the procedures outlined by Kwak and Lim (2014) and Park et al. (2022). LPS (0.5 mg/kg) and CSC (12.5 mg/kg) were intranasally instilled under light anesthesia on days 1, 6, and 13. All animals received their designated oral treatments once daily from day 1 to day 14, and were euthanized for sample collection on day 15. Dexamethasone (3 mg/kg) served as the positive control, as previously described by Kim W et al. (2024).

### 2.4 Bronchoalveolar lavage fluid (BALF) analysis

For BALF collection, mice were tracheostomized under anesthesia, followed by endotracheal tube insertion. PBS (0.7 mL) was flushed into the lungs and withdrawn, and this process was repeated once, yielding a total BALF volume of 1.4 mL. BALF inflammatory cell counts were analyzed following the protocol described by Park et al. (2022). For cell count analysis, the collected BALF samples were centrifuged at 800 rpm for 10 min, after which the cell pellets were re-suspended in 1.4 mL of PBS and applied to slides using a Cytospin four centrifuge (Thermo Scientific) at 800 rpm for 5 min at 20 °C. To evaluate total cell count, slides were stained using the Diff-Quik® reagent, and the number of macrophages, lymphocytes, neutrophils, and total cells was recorded. The supernatants were stored at −70 °C for subsequent cytokine analysis.

### 2.5 Measurement of cytokine levels and oxidative stress markers

Th-1 cytokine levels in culture supernatants from BALF fluids and LPS/CSC-stimulated RAW264.7 cells were measured using competitive ELISA kits (R&D Systems) and analyzed with a plate reader set at 450 nm (Bio-Rad Laboratories, USA). RAW264.7 cells were cultured in 6-well plates and pretreated with EA-BN (50, 100, and 200 μg/mL) for 1 h prior to stimulation with LPS/CSC (0.5/2.5 μg/mL). Following LPS/CSC treatment, the cells were incubated for an additional 1 h and then harvested for subsequent analyses. The lung tissues were homogenized in PBS and centrifuged at 14,000 rpm for 15 min at 4 °C to collect the supernatants. ROS and nitric oxide (NO) levels were assessed using the CellRox® Green Reagent (Thermo Scientific) and Nitric Oxide Plus Kit (iNtRON Biotechnology), respectively, following the instructions provided by the manufacturers. Additionally, the content of recued glutathione (GSH), thiobarbituric acid reactive substances (TBARS), and activity of catalase was assessed by using EZ-Glutathione assay kit, EZ-catalase kit, and EZ-lipid peroxidation (TBARS) assay kit (DoGen, Seoul, Republic of Korea) according to the provided instructions.

### 2.6 Pulmonary function analysis

To assess pulmonary function, mice were anesthetized with 2.5% avertin (Sigma-Aldrich) via intraperitoneal injection (0.02 mL/g body weight), followed by a tracheostomy. Lung function was measured using a FlexiVent system (SCIREQ Scientific Respiratory Equipment Inc., Canada). Lung volume was determined through deep inflations (6 s), while total lung elastance and tissue elastance were analyzed using the Snapshot and Quick Prime-3 techniques, respectively (Li et al., 2020). Additionally, forced expiratory volume at 0.1 s (FEV_0.1_) and forced vital capacity (FVC) were assessed through the Negative Pressure-Driven Forced Expiration (NPFE) maneuver. The FEV_0.1_/FVC ratio was calculated using FlexiVent software (Shalaby et al., 2010).

### 2.7 Histopathological analysis

The lung tissue samples were fixed in 10% phosphate-buffered formalin, embedded in paraffin wax, and sectioned into 4 μm slices. These tissue sections were then stained with hematoxylin and eosin (H&E; BBC Biochemical, USA). The stained specimens were examined under a light microscope (Leica Microsystems) to evaluate airway inflammation, alveolar morphology, mean alveolar number (MAN), and mean linear intercept (MLI). The severity of inflammation was graded on a scale of 0–4 (0 = none, 1 = minimal, 2 = mild, 3 = moderate, and, 4 = severe). For the quantification of MAN and MLI, the number of alveolar intercepts (NS) and alveoli (Na) within a defined field (S) were measured, and the indices were calculated as MLI = L/NS and MAN = Na/S. Statistical analysis was performed using mean values from eight randomly selected microscopic fields.

### 2.8 Immunoblotting

Lung tissue proteins were extracted using Protein Extraction with protease and phosphatase inhibitors (Thermo Scientific). Equal amounts of protein (30 μg) were separated on a 4%–12% SDS-PAGE gel and transferred to polyvinylidene fluoride membranes. Membranes were blocked to minimize nonspecific binding and then incubated overnight with primary antibodies, including caspase-1, IL-1β, NQO1, HO-1, and Nrf-2 (Abcam, Cambridge, UK); TXNIP (Novus Bio, Centennial, CO, USA); NLRP3, Bax, Bcl-2, caspase-3, and β-actin (Cell Signaling Technology); and α-tubulin and Lamin B (Thermo Scientific). After 24 h, membranes were washed with TBST and exposed to secondary antibodies (0.1 μg/mL, Cell Signaling Technology) for 1 h. Protein bands were visualized with an enhanced chemiluminescence detection kit (Thermo Scientific) and quantified using a chemiluminescence scanner (LI-COR Biosciences, Lincoln, NE, USA).

### 2.9 Cell culture and cytotoxicity

RAW264.7 cells were cultured in DMEM supplemented with 10% heat-inactivated fetal bovine serum and 1% antibiotics in a 5% CO_2_ incubator (37 °C). RAW264.7 cells (5 × 10^4^ cells/well) were grown in 96-well plates for 24 h. The cells were incubated with different concentrations of EA-BN (0, 12.5, 25, 50, 100, 150, and 200 μg/mL) for 24 h. The plate incubated with EZ-CyTox (DoGen) for 1 h and the absorbance was conducted at 450 nm.

### 2.10 Analysis of annexin-V/propidium iodide (AV/PI) dual staining in LPS/CSC-stimulated RAW264.7 cells

Cell apoptosis was assessed using the Annexin V-FITC apoptosis detection kit (Abcam, UK), following the manufacturer’s protocol. RAW264.7 cells (5 × 10^5^ cells per well) were seeded into 6-well plates and pre-treated with various concentrations of EA-BN for 1 h before being stimulated with LPS/CSC (0.5/2.5 μg/mL). After 24 h of incubation, the cells were harvested and resuspended in Annexin V-FITC binding buffer. Subsequently, they were incubated with Annexin V-FITC and propidium iodide (PI) in a light-protected environment for 15 min at room temperature. Apoptotic cell populations were analyzed using a flow cytometer (BD Biosciences, San Jose, CA, USA), and data processing was conducted with FlowJo software version 7.6 (FlowJo, TreeStar, USA).

### 2.11 Nrf2/HO-1/NQO1 levels in LPS/CSC-stimulated RAW264.7 cells

RAW264.7 cells were plated in 6-well plates and exposed to EA-BN (50, 100, and 200 μg/mL) for 1 h before the addition of LPS/CSC (0.5/2.5 μg/mL). Following a 2 h incubation period, the cells were washed with PBS and then were separated to nuclear and cytoplasmic proteins using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Scientific) following the manufacturer’s instruction. The levels of Nrf-2/HO-1/NQO1 and β-actin expression were evaluated by following immunoblotting.

### 2.12 Regulation of TXNIP-mediated NLRP3 inflammasome and apoptosis pathway by TXNIP silencing in LPS/CSC-stimulated RAW264.7 cells

TXNIP-targeting siRNA (catalog no. 4390771) and non-targeting control siRNA (catalog no. 4390843) were obtained from Ambion (Waltham, MA, USA). Transfection into RAW264.7 cells was carried out using Lipofectamine™ RNAiMAX reagent (Invitrogen, Waltham, MA, USA) according to the manufacturer’s forward transfection protocol, with each siRNA applied at a final concentration of 20 nM. Following successful knockdown of endogenous TXNIP expression, the cells were pretreated with concentration of EA-BN (200 μg/mL) for 1 h, then challenged with LPS/CSC (0.5/2.5 μg/mL). After a 2 h incubation, the cells were collected for analysis and the levels of TXNIP/NLRP3 with Bax/Bcl-2/caspase-3 pathway were assessed by immunoblotting.

### 2.13 RNA sequencing (RNA-seq) analysis and real-time PCR in lungs

Total RNA was isolated from mouse lung tissues using TRIzol reagent, and its quality was verified before downstream processing. RNA integrity was examined with the Agilent TapeStation RNA ScreenTape system (5,067–5,576; Agilent Technologies). Only high-quality RNA samples, as determined by the manufacturer’s recommendations, were used for library construction. Sequencing libraries were prepared with the TruSeq RNA Sample Prep Kit (Illumina) and subjected to paired-end sequencing (2 × 100 bp) at Macrogen (Seoul, Republic of Korea). Raw sequencing output was demultiplexed using bcl2fastq software (v2.2), followed by quality control assessment with FastQC. Gene expression read counts obtained through HTSeq were normalized with DESeq2 (v1.40.2). Differential expression analysis was performed using the lfcShrink function, with DEGs defined as those meeting the criteria of p < 0.05 and |log2 fold change| ≥ 1. Functional enrichment and pathway mapping of the DEGs were conducted using Molecular function and the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis pathway Database (https://www.kegg.jp/kegg/pathway.html).

Total RNA (1 µg) was reverse-transcribed into complementary DNA (cDNA) using the iScript™ cDNA Synthesis Kit (Bio-Rad Laboratories). Quantitative real-time PCR (qRT-PCR) was subsequently performed with the SensiFAST™ SYBR No-ROX Kit (BioLine, Taunton, MA, USA) according to the manufacturer’s instructions. The primer sequences used in this study are listed in Table 1.

**TABLE 1:** Primer sequences of real-time PCR.

Genes (10 pmol/μL)	Forward primer (5’ - 3′)	Reverse primer (5’ - 3′)	Accession number (GenBank)
Btk	AGG​ACT​GCT​GTG​ATG​TTC​TGG​A	CTG​CTG​TTG​ATG​GTC​TTG​GTG​A	NM_013482.2
Trim30a	CCT​GCT​TCA​GGA​CAC​CAT​CTT	GCT​GAC​ATT​CAG​GTT​GCT​GTT	NM_009099.2
Eif2ak2	ACC​TGC​TGT​TCT​TCC​TGC​TCT​A	GAT​GAC​CTT​CTC​CAG​CAG​GTT​A	NM_011163.4
Myd88	GAG​CTG​CTC​TTC​TGC​TTC​TTG​A	CAG​GAT​GCT​GCT​GTT​GAT​GTT​G	NM_010851.4
Igtp	TTC​TAC​CGC​CTG​CTC​ATC​TTC​T	AGG​TCT​TGG​TGA​TGG​TGA​TGG​T	NM_018738.3
Gbp5	TGG​ACT​TCC​TGC​TGT​TCT​TCC​T	ACA​GGT​TGA​TGG​TGT​TGG​TGA​T	NM_172657.3
Irgm1	CTG​CTG​GAG​ATC​ATC​GAG​TTC​A	GGT​CTT​CTG​GTT​GAT​GGT​GTT​G	NM_008326.4
Irgm2	AGC​CTG​ACT​TCC​TGC​TGT​TCT​A	CTG​GTG​ATG​TTG​GTG​ATG​GTG​A	NM_001286414.1
ND1	CCC​TAA​AAC​CCG​CCA​CAT​CT	GAG​CGA​TGG​TGA​GAG​CTA​AGG​T	NC_005089.1 (mtDNA)
ND2	AGG​TTC​TTC​TGC​TCC​TGT​TGG​A	TCA​TGG​TAG​GAG​GTG​ATG​GTG​A	NC_005089.1 (mtDNA)
ND3	TTG​CTC​ATG​GTG​GTT​CTG​TTC​T	ACA​GGT​TGA​GGT​TGG​TGA​TGA​T	NC_005089.1 (mtDNA)
ND4	GCT​TCT​GCT​GTT​CTT​CCT​GTT​G	CAG​GAT​GTT​GGT​GAT​GGT​GTT​G	NC_005089.1 (mtDNA)
ND5	TGG​AGT​TCT​GCT​GTT​CTG​GTT​A	ACC​TGA​TGG​TGA​TGG​TGT​TGA​T	NC_005089.1 (mtDNA)
ND6	AGG​TGC​TGT​TCT​GCT​TCT​TGT​T	TCA​GGT​GAT​GGT​GAT​GGT​GTT​G	NC_005089.1 (mtDNA)

### 2.14 Statistical analyses

All data are expressed as the means ± standard deviation (SD). Statistical analysis carry out using analysis of variance (ANOVA), followed by a Tukey’s multiple comparison test. Differences were considered statistically significant at P values ≤0.05 and ≤0.01. All statistical procedures were conducted using GraphPad Software (CA, USA).

## 3 Results

### 3.1 Bioactive components in EA-BN extract

The components of ethyl acetate of *B. nivea* (L.) Gaud. were evaluated using UPLC-Q-TOF MS. The linear relationships and detection limit of each component are shown in Figure 1, and results displayed that EA-BN contained ethyl gallate, dihydroferulic acid, caffeic acid, epicatechin, 12-oxophytodienoic acid, colnelenic acid, stearidonic acid, α-Linolenic acid, 4,8,12,15-octadecatetraenoic acid, 12,13-epoxy-9,15-octadecadienoic acid, arachidonic acid, octadeca-5,9,12-trienoic acid, 12-hydroxy-5Z,8Z,12Z-eicosatrienoic acid, two-o-protocatechuoylalphitolic acid, pheophorbide A, 1,3,6-tri-o-galloyl-beta-D-glucose, methyl phaeophorbide B, and fatty acids as presented in Table 2.

**FIGURE 1:**
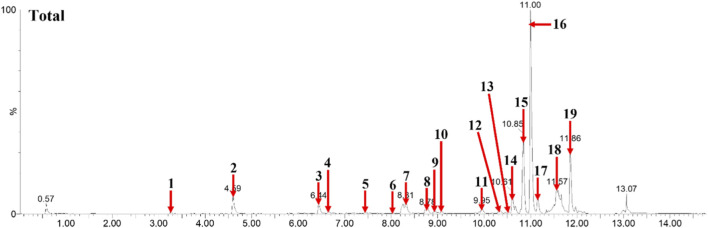
The metabolites contained in EA-BN were analyzed in positive mode using UPLC-QToF-MS.

**TABLE 2:** Tentatively identification of major peaks detected in ethyl acetate extract of *Boehmeria nivea* (L.) Gaud. leaves.

No.	Retention time (min)	Identification	Exact mass (m/z)	Fragment ions (m/z)
1	3.26	Ethyl gallate	199.06	143, 127, 93
2	4.59	Dihydroferulic acid	197.12	179, 161, 151, 135, 119, 107
3	6.44	Caffeic acid	181.12	163, 145, 135, 107, 95
4	6.65	Epicatechin	291.19	273, 149, 135, 107, 91
5	7.45	12-Oxophytodienoic acid	293.21	275, 257, 221, 107, 81
6	8.04	Colnelenic acid	293.21	275, 257, 119, 93
7	8.31	Stearidonic acid	277.21	149, 135, 121
8	8.78	α-Linolenic acid	279.23	243, 173, 109, 95
9	8.93	4,8,12,15-Octadecatetraenoic acid	277.21	135, 107, 81
10	9.09	12,13-Epoxy-9,15-octadecadienoic acid	295.22	277, 151, 133
11	9.95	Arachidonic acid	305.25	161, 121, 107
12	10.31	Octadeca-5,9,12-trienoic acid	279.23	175, 135, 121, 95
13	10.53	12-Hydroxy-5Z,8Z,12Z-eicosatrienoic acid	323.26	277, 121
14	10.61	2-O-Protocatechuoylalphitolic acid	609.27	591
15	10.85			
16	11.00	Pheophorbide A	593.28	533
17	11.15			
18	11.57	1,3,6-Tri-O-galloyl-beta-D-glucose	637.30	619
19	11.86	Methyl phaeophorbide B	621.30	561

### 3.2 Effects of EA-BN on Th-1 cytokine levels and inflammatory cell counts in BALF of the LPS/CSC-induced COPD model

Mice exposed to LPS/CSC exhibited a significant increase in inflammatory cell counts compared to the normal control group (Figure 2A). However, administration of EA-BN led to a notable reduction in inflammatory cell infiltration in comparison to LPS/CSC-induced COPD mice. In addition, the levels of IL-1β, IL-6, and TNF-α were markedly elevated in the BALF of LPS/CSC-induced COPD mice compared to non-treated mice (Figure 2B). In contrast, EA-BN treatment resulted in a significant, dose-dependent suppression of Th-1 cytokine levels when compared to the LPS/CSC-induced COPD group.

**FIGURE 2:**
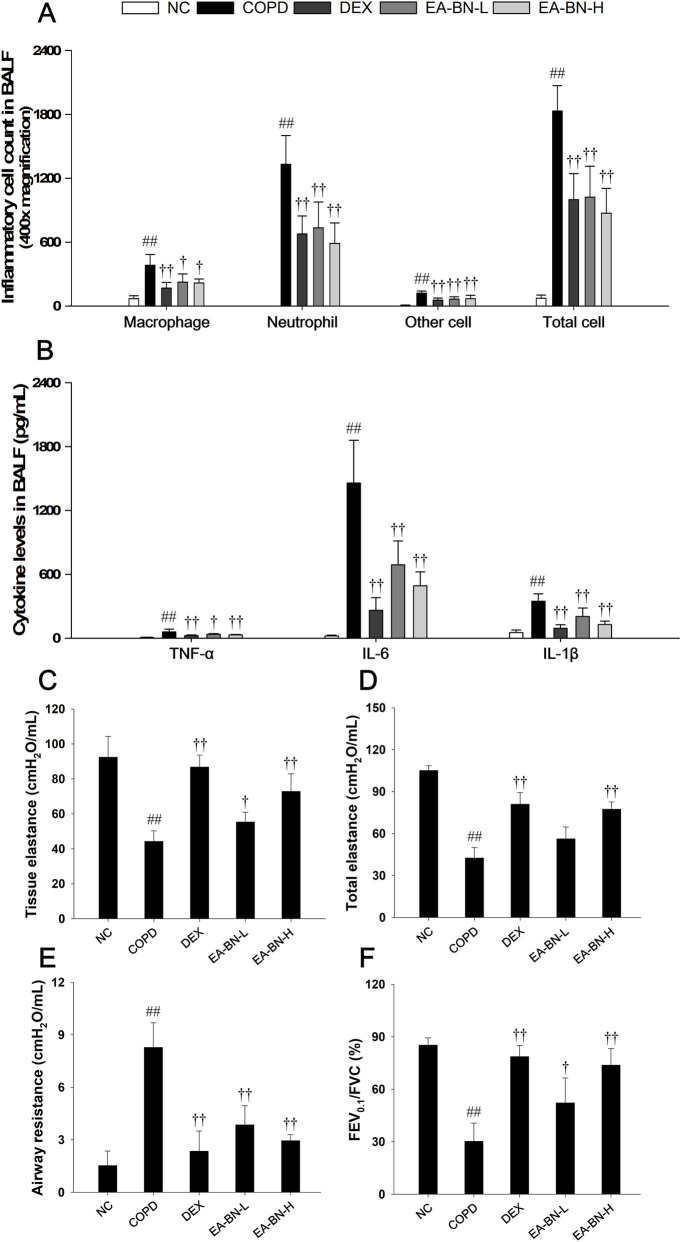
Effects of EA-BN on inflammatory cell counts, Th-1 cytokines, and pulmonary function in LPS/CSC-induced COPD model. **(A)** Inflammatory cells were visualized using Diff-Quik staining. **(B)** Th-1 cytokine concentrations (TNF-α, IL-1β, and IL-6) in BALF were quantified by ELISA. **(C)** Tissue elastance was assessed with the Quick Prime-3 maneuver. **(D)** Total elastance and **(E)** airway resistance in the respiratory system were evaluated by the snapshot perturbation maneuver. **(F)** Pulmonary function parameters, including forced expiratory volume at 0.1 s (FEV_0.1_), forced vital capacity (FVC), and the FEV_0.1_/FVC ratio, were determined in mice using the negative pressure-driven forced expiration technique. NC: normal control mice; COPD: LPS/CSC-induced mice; DEX: dexamethasone (3 mg/kg) + COPD; EA-BN-L or -H: EA-BN (100 or 200 mg/kg) + COPD. The values are expressed as the means ± SD (*n* = 7/group). ^##^ *P* < 0.01, significantly different from NC group; ^†,††^ *P* < 0.05, *P* < 0.01, significantly different from COPD.

### 3.3 Effects of EA-BN on pulmonary function of the LPS/CSC-induced COPD model

Analysis of snapshot and Quick Prime-3 perturbation in LPS/CSC-induced COPD mice demonstrated a significant reduction in both total elastance (Figure 2C) and tissue elastance (Figure 2D) compared to the normal control group. Additionally, mice with LPS/CSC-induced COPD exhibited notably increased airway resistance (Figure 2E) and a decreased FEV_0.1_/FVC ratio (Figure 2F), indicating impaired lung function. In contrast, EA-BN-treated mice showed a significant suppression of airway resistance and improvement in total and tissue elastance, along with a higher FEV_0.1_/FVC ratio, compared to the LPS/CSC-induced COPD.

### 3.4 Effects of EA-BN on alveolar destruction and inflammatory cell infiltration in the lung of the LPS/CSC-induced COPD model

Lung tissue from LPS/CSC-induced COPD mice exhibited a significant increase in the inflammation index, indicating extensive inflammatory cell infiltration in the peribronchiolar and perivascular regions (Figure 3A), accompanied by airspace enlargement alveolar destruction (Figures 3B,C), compared with the normal control group. However, treatment with EA-BN markedly attenuated inflammatory cell accumulation in these regions and mitigated alveolar destruction and airspace enlargement, indicating a protective effect against LPS/CSC-induced lung inflammation and structural damage.

**FIGURE 3:**
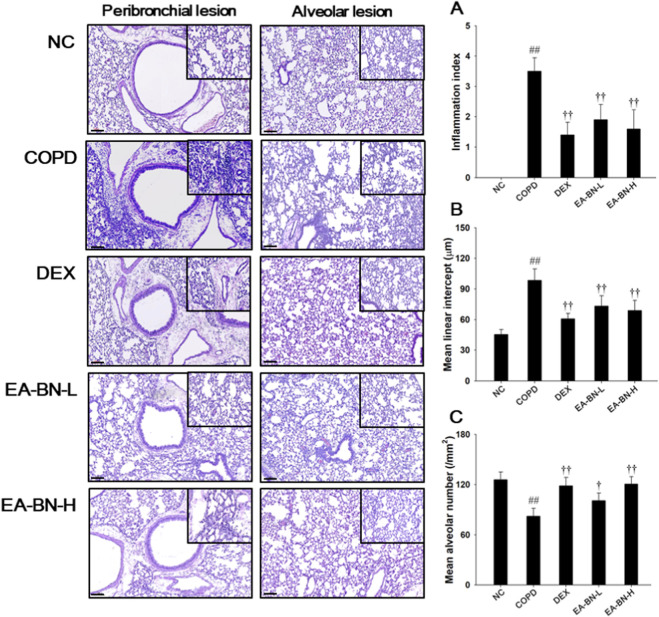
Effects of EA-BN on inflammatory cell infiltration and alveolar destruction in LPS/CSC-induced COPD model. A representative image of the airway and alveolar lesions in lung tissue stained with H&E. Quantification results of **(A)** inflammation index and alveolar destruction with airspace enlargement as **(B)** mean linear intercept and **(C)** mean alveolar number. Scale bars, 100 μm. NC: normal control mice; COPD: LPS/CSC-induced mice; DEX: dexamethasone (3 mg/kg) + COPD; EA-BN-L or -H: EA-BN (100 or 200 mg/kg) + COPD. The values are expressed as the means ± SD (*n* = 7/group). ^##^ *P* < 0.01, significantly different from NC group; ^†,††^ *P* < 0.05, *P* < 0.01, significantly different from COPD.

### 3.5 Effects of EA-BN on oxidative stress markers and Nrf-2 pathways in the lung tissue of the LPS/CSC-induced COPD model

Mice with LPS/CSC-induced COPD exhibited a notable decrease in Nrf-2 nuclear translocation along with downregulated expression of HO-1 and NQO1 in lung tissues compared to the normal control group (Figures 4A–C). Additionally, these mice displayed a significant increase in TBARS, NO, and ROS levels, while showing a decline in catalase activity and GSH content (Figures 4D–H), indicating heightened oxidative stress. In contrast, EA-BN treatment significantly upregulated Nrf-2, HO-1, and NQO1 expression, suggesting enhanced antioxidant defense mechanisms. Furthermore, EA-BN administration effectively reduced TBARS, NO, and ROS levels, while enhancing catalase activity and increasing GSH content, compared to LPS/CSC-induced COPD mice.

**FIGURE 4:**
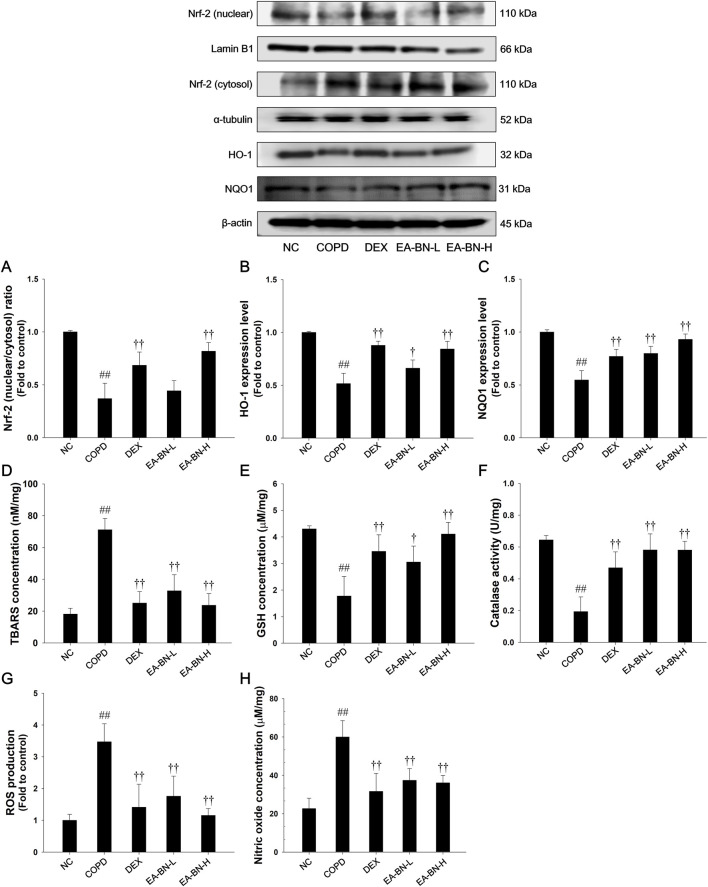
Effects of EA-BN on Nrf-2/HO-1/NQO1 expression and oxidative markers in lung of LPS/CSC-induced mice. Western blot analysis was performed to evaluate protein levels of **(A)** Nrf-2, **(B)** HO-1, and **(C)** NQO1 in lung tissue, with Lamin B1, α-tubulin, and β-actin used as loading controls. Oxidative stress indicators, including **(D)** TBARS, **(E)** GSH, **(F)** catalase activity, **(G)** ROS generation, and **(H)** NO concentration, were also quantified in lung samples. NC: normal control mice; COPD: LPS/CSC-induced mice; DEX: dexamethasone (3 mg/kg) + COPD; EA-BN-L or -H: EA-BN (100 or 200 mg/kg) + COPD. The values are expressed as the means ± SD (*n* = 7/group). ^##^ *P* < 0.01, significantly different from NC group; ^†,††^P < 0.05, P < 0.01, significantly different from COPD.

### 3.6 Effects of EA-BN on TXNIP/NLRP3 inflammasome and apoptotic signaling pathway in the lung tissue of the LPS/CSC-induced COPD model

In the LPS/CSC-induced COPD mouse model, there was a significant upregulation of TXNIP/NLRP3 expression, accompanied by increased levels of the active forms of caspase-1 and IL-1β in lung tissues (Figures 5A–D). Additionally, these mice exhibited a notable increase in the Bax/Bcl-2 ratio, indicating a shift toward pro-apoptotic signaling, along with elevated expression of cleaved caspase-3 (Figures 5F,G). In contrast, EA-BN treatment significantly downregulated the expression of TXNIP and NLRP3, and effectively suppressed the activation of caspase-1 and IL-1β (Figures 5A–D). Moreover, EA-BN administration led to a reduction in the Bax/Bcl-2 ratio and decreased caspase-3 expression, suggesting that EA-BN alleviates apoptotic cell death in the LPS/CSC-induced COPD model (Figures 5F,G).

**FIGURE 5:**
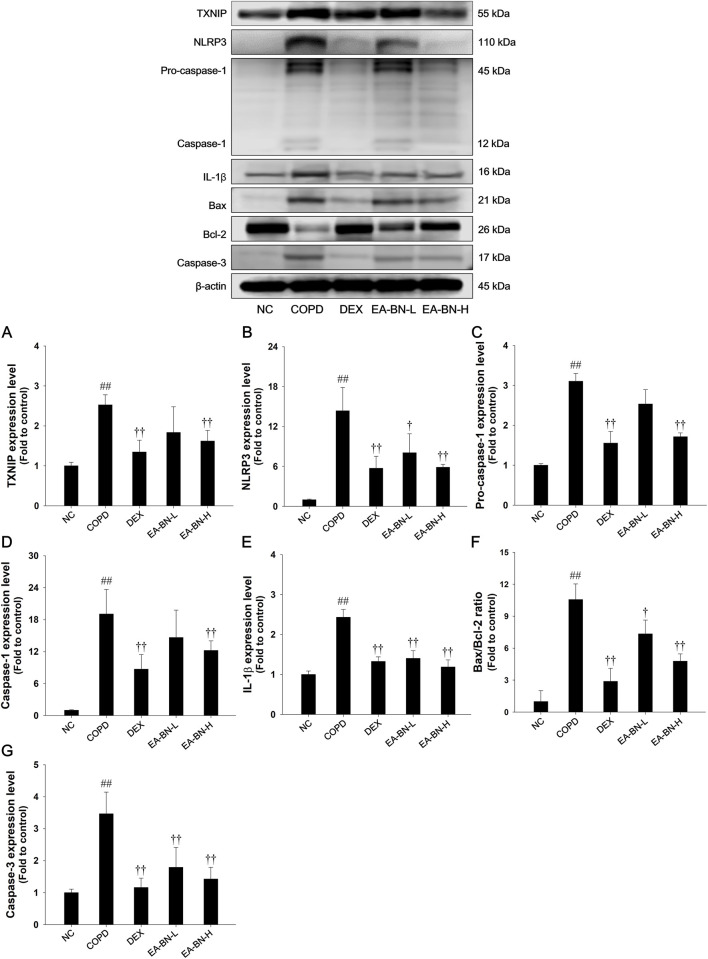
Effects of EA-BN on TXNIP/NLRP3 inflammasome and Bax/Bcl-2/caspase-3 signaling pathway in lung of LPS/CSC-induced mice. The protein levels of **(A)** TXNIP, **(B)** NLRP3, **(C)** pro-caspase-1, **(D)** caspase-1, **(E)** IL-1β, **(F)** Bax/Bcl-2 ratio, **(G)** caspase-3 were determined by western blot analysis in the lung tissues. β-actin was used to confirm equal protein loading. NC: normal control mice; COPD: LPS/CSC-induced mice; DEX: dexamethasone (3 mg/kg) + COPD; EA-BN-L or H: EA-BN (100 or 200 mg/kg) + COPD. The values are expressed as the means ± SD (*n* = 7/group). ^##^ *P* < 0.01, significantly different from NC group; ^†,^^††^ *P* < 0.05, P < 0.01, significantly different from COPD.

### 3.7 Effects of EA-BN on Th-1 cytokine in LPS/CSC-stimulated RAW264.7 cells

Different EA-BN concentrations were used in this experiment (Figure 6A). Annexin V-FITC/PI staining was performed to assess cell apoptosis and viability (Figures 6B–D). RAW 264.7 cells exposed to LPS/CSC showed a pronounced increase in Annexin V-positive apoptotic cells, along with a reduction in viable cell populations. Conversely, treatment with EA-BN significantly decreased apoptotic cell percentages while increasing the proportion of live cells in a dose-dependent fashion. LPS/CSC (0.5/2.5 μg/mL) treatment markedly increased the levels of Th-1 cytokines (Figures 6E–G). In contrast, EA-BN-treated cells showed lower level of Th-1 cytokines than LPS/CSC-stimulated cells, in a concentration-dependent manner. As shown in Figure 6A, different concentrations of EA-BN were applied to evaluate its immunomodulatory and cytoprotective effects. LPS/CSC (0.5/2.5 μg/mL) stimulation significantly increased the expression of Th-1 cytokines such as TNF-α, IL-6, and IL-1β (Figures 2B–D). However, EA-BN treatment markedly reduced cytokine levels in a concentration-dependent manner.

**FIGURE 6:**
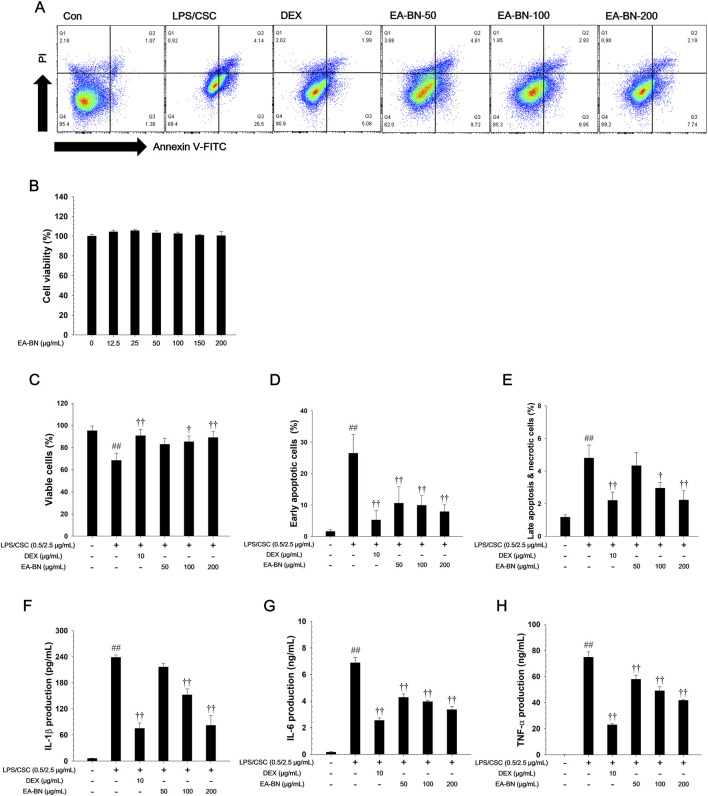
Effects of EA-BN on Th-1 cytokine production and apoptosis in LPS/CSC-stimulated RAW264.7 cells. **(A)** Representative flow cytometry plots showing apoptosis following EA-BN treatment in LPS/CSC-stimulated RAW264.7 cells. **(B)** Cell viability was determined by WST-1 assay after treatment with EA-BN (12.5, 25, 50, 100, and 200 μg/mL) for 24 h. Quantification of apoptotic responses showing **(C)** viable cells, **(D)** early apoptotic cells, and **(E)** late apoptotic/necrotic cells based on Annexin V-FITC/PI double staining. RAW264.7 cells were pretreated with EA-BN (50, 100, and 200 μg/mL) for 1 h, followed by exposure to LPS/CSC (0.5/2.5 μg/mL) for 24 h. The levels of Th-1 cytokines, **(F)** IL-1β, **(G)** IL-6, and **(H)** TNF-α, were quantified in culture supernatants using ELISA. Con: Non-stimulated cells; LPS/CSC: LPS/CSC-stimulated RAW264.7 cells; DEX: dexamethasone (10 μg/mL) + LPS/CSC-stimulated RAW264.7 cells; EA-BN: EA-BN (50, 100 and 200 μg/mL) + LPS/CSC-stimulated RAW264.7 cells. The values are expressed as the means ± SD (*n* = 3). ^##^ *P* < 0.01, significantly different from control; ^††^ *P* < 0.01, significantly different from LPS/CSC-stimulated RAW264.7 cells.

### 3.8 Effects of EA-BN on Nrf-2 pathways and oxidative stress makers production in LPS/CSC-stimulated RAW264.7 cells

As shown in Figure 7, stimulation with LPS/CSC led to a marked reduction in Nrf-2 nuclear translocation and significantly downregulated the expression of HO-1 and NQO1 in RAW264.7 cells. In contrast, treatment with EA-BN effectively promoted Nrf-2 translocation into the nucleus and upregulated the expression of its downstream antioxidant enzymes, HO-1 and NQO1 (Figures 7A–C). Furthermore, EA-BN administration resulted in a significant decrease in oxidative stress markers, including TBARS, ROS, and NO, while also leading to a notable increase in catalase activity (Figures 7D–H).

**FIGURE 7:**
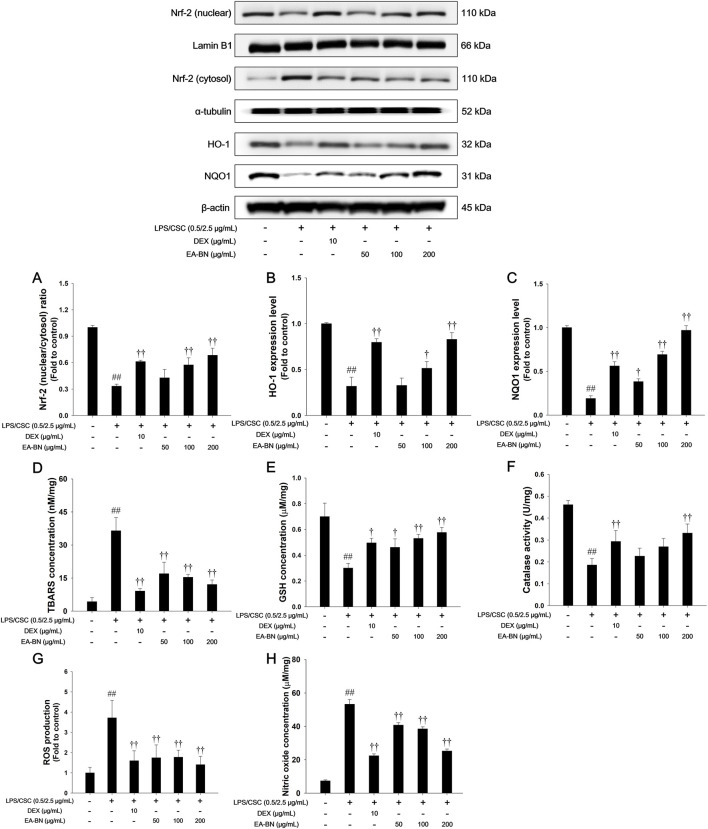
Effects of EA-BN on the Nrf-2/HO-1/NQO1 pathway and oxidative markers in LPS/CSC-stimulated RAW264.7 cells. Protein expression of **(A)** Nrf-2, **(B)** HO-1, and **(C)** NQO1 was examined by Western blot, with Lamin B1, α-tubulin, and β-actin used as loading controls. Oxidative stress parameters were evaluated, including **(D)** TBARS levels, **(E)** GSH content, **(F)** catalase activity, **(G)** ROS production, and **(H)** NO concentration. Cells were cultured in DMEM containing 0.1% FBS, pretreated with EA-BN (50, 100, and 200 μg/mL) for 1 h, and subsequently exposed to LPS/CSC (0.5/2.5 μg/mL) for either 2 h (for Nrf-2, HO-1, NQO1, TBARS, GSH, and catalase) or 24 h (for ROS and NO measurement). Con: Non-stimulated cells; LPS/CSC: LPS/CSC-stimulated RAW264.7 cells; DEX: dexamethasone (10 μg/mL) + LPS/CSC-stimulated RAW264.7 cells; EA-BN: EA-BN (50, 100 and 200 μg/mL) + LPS/CSC-stimulated RAW264.7 cells. The values are expressed as the means ± SD (*n* = 3). ^##^ *P* < 0.01, significantly different from control; ^††^ *P* < 0.01, significantly different from LPS/CSC-stimulated RAW264.7 cells.

### 3.9 Effects of EA-BN on TXNIP/NLRP3 inflammasome and apoptotic signaling pathway in LPS/CSC-stimulated RAW264.7 cells

The LPS/CSC-stimulated RAW264.7 cells exhibited a notable increase in TXNIP and NLRP3 expression, and also showed elevated levels of the active forms of caspase-1 and IL-1β, compared to non-stimulated controls (Figures 8A–E). In contrast, EA-BN treatment significantly reduced the expression of TXNIP and NLRP3, and effectively inhibited the activation of caspase-1 and IL-1β. In addition, LPS/CSC exposure led to a notable increase in the Bax/Bcl-2 ratio, reflecting a shift toward pro-apoptotic signaling and the activation of caspase-3 in lung cells. Conversely, EA-BN treatment significantly lowered the Bax/Bcl-2 ratio and suppressed caspase-3 cleavage (Figures 8F,G).

**FIGURE 8:**
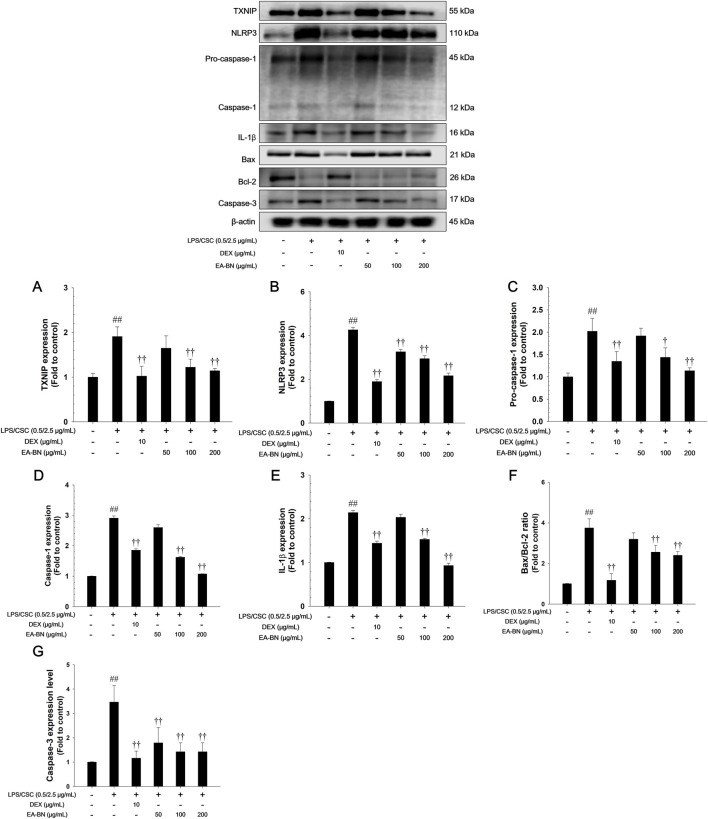
Effects of EA-BN on TXNIP/NLRP3 inflammasome and Bax/Bcl-2/caspase-3 signaling pathway in LPS/CSC-stimulated RAW264.7 cells. The expression of **(A)** TXNIP, **(B)** NLRP3, **(C)** pro-caspase-1, **(D)** caspase-1, **(E)** IL-1β, **(F)** Bax/Bcl-2 ratio, **(G)** caspase-3 were analyzed by western blot (β-actin: loading control). The culture medium was changed DMEM (0.1% FBS) and treated with EA-BN (25, 50 and 100 μg/mL) for 1 h and incubated with LPS (0.5 μg/mL) for 30 min (NLRP3), 6 h (TXNIP, pro-caspase-1, and caspase-1), and 24 h (IL-1β, Bax, Bcl-2, and caspase-3), respectively. Con: Non-stimulated cells; LPS/CSC: LPS/CSC-stimulated RAW264.7 cells; DEX: dexamethasone (10 μg/mL) + LPS/CSC-stimulated RAW264.7 cells; EA-BN: EA-BN (50, 100 and 200 μg/mL) + LPS/CSC-stimulated RAW264.7 cells. The values are expressed as the means ± SD (*n* = 3). ^##^ *P* < 0.01, significantly different from control; ^††^ *P* < 0.01, significantly different from LPS/CSC-stimulated RAW264.7 cells.

### 3.10 Effects of TXNIP-specific siRNA on TXNIP/NLRP3 inflammasome and apoptotic signaling pathway in LPS/CSC-stimulated RAW264.7 cells

To investigate the role of TXNIP in LPS/CSC-induced inflammatory and apoptotic responses, TXNIP-specific siRNA was transfected into RAW264.7 cells, followed by stimulation with LPS/CSC (0.5/2.5 μg/mL). As shown in Figures 9A–E, TXNIP knockdown significantly suppressed the expression of NLRP3 and reduced the active forms of caspase-1 and IL-1β, compared to the LPS/CSC-only group. In addition, TXNIP-specific siRNA transfection markedly lowered the Bax/Bcl-2 ratio and inhibited caspase-3 cleavage, indicating that apoptotic signaling was effectively attenuated (Figures 9F,G). These results demonstrate that TXNIP silencing mitigates both inflammasome activation and apoptosis, further supporting the anti-inflammatory and anti-apoptotic mechanism of EA-BN observed in earlier experiments.

**FIGURE 9:**
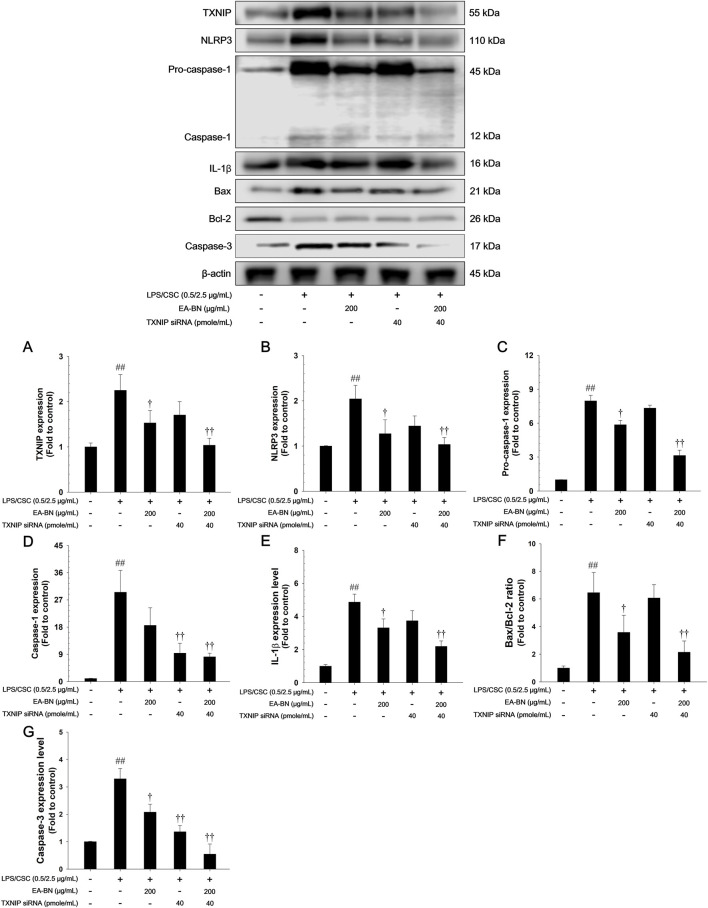
Effect of TXNIP knockdown and EA-BN on the TXNIP/NLRP3 inflammasome and Bax/Bcl-2/caspase-3 signaling pathway in LPS/CSC-stimulated RAW264.7 cells. Western blot analysis was performed to evaluate **(A)** TXNIP, **(B)** NLRP3, **(C)** pro-caspase-1, **(D)** caspase-1, **(E)** IL-1β, **(F)** Bax/Bcl-2 ratio, **(G)** caspase-3 expression, with β-actin serving as a loading control. Cells were maintained in DMEM (0.1% FBS), transfected with TXNIP-specific siRNA or treated with EA-BN (200 μg/mL) for 1 h, followed by stimulation with LPS/CSC (0.5/2.5 μg/mL) for 30 min (NLRP3), 6 h (TXNIP, pro-caspase-1, caspase-1), and 24 h (IL-1β, Bax, Bcl-2, and caspase-3). Con: Non-stimulated cells; **(A)** TXNIP, **(B)** NLRP3, **(C)** pro-caspase-1, **(D)** caspase-1, **(E)** IL-1β, **(F)** Bax/Bcl-2 ratio, **(G)** caspase-3LPS/CSC: LPS/CSC-stimulated RAW264.7 cells; EA-BN: EA-BN (200 μg/mL) + LPS/CSC-stimulated RAW264.7 cells; TXNIP siRNA: TXNIP siRNA (40 pmole/mL) + LPS/CSC-stimulated RAW264.7 cells; EA-BN + TXNIP siRNA: EA-BN (200 μg/mL) + TXNIP siRNA (40 pmole/mL) + LPS/CSC-stimulated RAW264.7 cells. The values are expressed as the means ± SD (*n* = 3). ^##^ *P* < 0.01, significantly different from control; ^††^ *P* < 0.01, significantly different from LPS/CSC-stimulated RAW264.7 cells.

### 3.11 EA-BN inhibited genes related to metabolic pathways from LPS/CSC-induced COPD model

To elucidate the mechanisms underlying the preventive action of EA-BN in COPD, RNA-seq analysis of lung tissues was conducted. 

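Lung RNA was sequenced from 3 groups of male C57BL/6N mice with 3 libraries per group: vehicle-treated normal controls (NC), mice exposed to LPS and cigarette smoke condensate (COPD), and exposed mice that received the high dose of EA-BN (EA-BN-H). The instillations through the nose, 0.5 mg/kg of LPS with 12.5 mg/kg of CSC, fell on days 1, 6 and 13. Mice of the EA-BN-H group took 200 mg/kg of the fraction by mouth from day 1 to day 14, and lungs were removed on day 15. The paper describes TRIzol extraction, a TruSeq RNA kit, paired reads of 100 bp, counting with HTSeq and testing with DESeq2. The sample records give a stranded total RNA kit and reads of 101 bp, and the submitters' notes list Trimmomatic 0.38, HISAT2 2.1.0 and StringTie 2.1.3b on the mouse genome build mm10. The deposited table holds an estimated read count in whole numbers, an FPKM and a TPM for each of 129299 RefSeq transcripts. The counts were summed to 45777 genes. The 18716 genes with enough counts for their group size were tested by the quasi-likelihood test of edgeR in a single fit of all 9 libraries, with library sizes scaled by TMM.
A large part of the counts in these libraries came from 7SL RNA, the RNA of the signal recognition particle that guides secreted proteins to the endoplasmic reticulum. Its genes Rn7s1 and Rn7s2 are nearly identical and share reads, so they were added together. They took 37.8 ± 3.34% (SD, n = 3) of the counts in NC, 37.8 ± 4.59% in COPD and 50.9 ± 12.7% in EA-BN-H, with 63.5% in EA-BN-H replicate 3. Nuclear protein-coding genes took 49.6 to 51.2% of the counts in NC, 50.2 to 59.4% in COPD, and 40.6%, 53.1% and 26.1% in EA-BN-H replicates 1, 2 and 3. Mitochondrial ribosomal RNA took 6.24% in NC replicate 1 and between 1.34% and 3.86% in the other libraries. Total counts ranged from 25232402 to 42156219 per library, and the group medians were 30686772 in NC, 28692309 in COPD and 31858569 in EA-BN-H. The counts that fell on nuclear protein-coding genes ranged from 8301248 in EA-BN-H replicate 3 to 21586214 in NC replicate 1. Log2 counts of 2 libraries of the same group correlated across genes with r between 0.902 and 0.963, where genes are not independent replicates. Libraries of different groups reached up to 0.966, for COPD replicate 3 with EA-BN-H replicate 2.

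**Figure D1:**
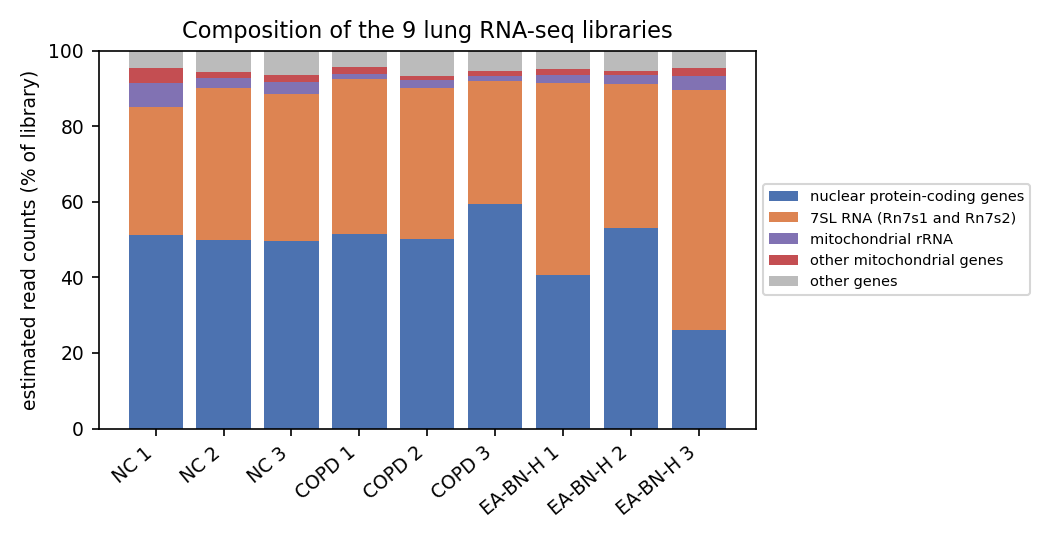
Share of each library's estimated read counts, in percent, taken by nuclear protein-coding genes, 7SL RNA, mitochondrial ribosomal RNA, other mitochondrial genes and all remaining genes, drawn as stacked bars for the 9 libraries. 7SL RNA takes 34.0% in NC replicate 1 and 63.5% in EA-BN-H replicate 3.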

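Lungs of COPD mice carried high levels of transcripts of activated macrophages and interferon responses that were absent or low in NC lungs. Acod1, which encodes the itaconate-producing enzyme of activated macrophages, and Cxcl9, an interferon-induced T cell chemokine, had no count in any NC library, and their TMM-scaled CPM in COPD were at least 1125-fold and 524-fold higher than a floor of 3 counts per library. Dmbt1, a scavenger protein of mucosal surfaces, Cxcl3, a neutrophil chemokine, Ubd, a ubiquitin-like modifier, and Trim30c, Pla1a and Sectm1a were also without counts in NC and at least 33.6-fold to 67.3-fold higher in COPD. Pon1, a lipoprotein-bound esterase, fell from 112 ± 39.1 CPM (SD, n = 3) in NC to 23.2 ± 2.02 CPM in COPD, and Ogn, a proteoglycan of the extracellular matrix, fell from 121 ± 38.5 to 26.9 ± 10.7 CPM. Rptn and Krt23 of epithelial differentiation, Esm1 of endothelial cells, Gucy1a2, a subunit of the nitric oxide receptor, Efemp1, a matrix protein, and the transcription cofactor Vgll3 fell as well, with log2 fold changes from -2.35 to -1.21.
Between COPD and NC, 287 genes were higher and 12 were lower at an adjusted p under 0.05 in edgeR, and 2891 had an unadjusted p under 0.05, where 936 are expected by chance. These 16 named genes had adjusted p values from 0.0289 to 0.0486. No gene passed without NC replicate 1, NC replicate 2 or COPD replicate 3, where the smallest adjusted p values were 0.0570, 0.0782 and 0.0520. Without NC replicate 3 or COPD replicate 1 only Gm29695 passed, a gene named because of these counts, with log2 fold changes of 3.79 and 3.76. Without EA-BN-H replicate 2, 996 genes passed. With a replicate block or with transcripts in place of genes 0 passed, while DESeq2 called 1092 higher and 313 lower. At the thresholds the paper states, an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, there were 1771 DEGs between COPD and NC and 150 between EA-BN-H and COPD. The lists shared 58 genes, of which 56 changed in opposite directions. The genes that were lower in both comparisons were S100g, a calcium-binding protein, and Cyp26b1, an enzyme that degrades retinoic acid, both named after their values were seen. Both comparisons use the same 3 COPD libraries, so 20 simulations of groups without any difference were run. These gave 401 and 400.3 DEGs on average for the 2 comparisons and shared 91.2, of which 90.3 were in opposite directions, and as their lists differ in size from the observed ones, 91.2 and 58 are not comparable as counts. The covariance of the log2 fold changes of both comparisons was -0.244, and -0.239 on average in the simulations, with correlations of -0.305 and -0.494. Independent lists of the observed sizes, which leaves out that the COPD libraries are shared, would have 14.2 genes in common. Without EA-BN-H replicate 2 the second comparison held 746 DEGs and the overlap 376, and without EA-BN-H replicate 3 the overlap was 33.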

Venn diagram comparison revealed 647 differentially expressed genes (DEGs) between COPD and normal control (NC) mice, and 582 DEGs between EA-BN-treated and COPD mice, with 467 genes overlapping between the two groups (Figure 10A). 

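Between EA-BN-H and COPD lungs the list members with the smallest p were a phosphatase, a matrix gene, a nuclear receptor and a non-coding RNA, and none of them passed an adjusted p under 0.05 over all genes. Rmrp, the RNA of the ribonuclease MRP that processes ribosomal RNA, had a log2 fold change of 1.57 (standard error 0.49). Dusp1, a phosphatase that switches off stress kinases, stood at 54.1 ± 24.1 CPM (SD, n = 3) in COPD and 24.9 ± 0.375 CPM in EA-BN-H, a log2 fold change of -1.12 (standard error 0.27), and was the gene that passed when adjusted over its own list of immediate early and heat shock genes alone. Postn, a matrix protein of fibroblasts, stood at 81.6 ± 7.89 and 53.9 ± 2.74 CPM, and Nr4a1, an immediate early nuclear receptor, had a log2 fold change of -1.31.
Genes that were higher in COPD than in NC also lay above NC in EA-BN-H at the median. Over the 287 of them, the median log2 fold change against NC was 2.56 in COPD and 2.27 in EA-BN-H, and 174 were also called higher in EA-BN-H than in NC. For EA-BN-H against NC, 0 genes passed without NC replicate 1, 2 or 3, with a replicate block or with only the groups compared. Without COPD replicate 1 or COPD replicate 3, 1 gene passed. The fitted level was lower in EA-BN-H than in COPD for 213 of the 287 genes (74.2%), with a median difference of -0.19. Since the 287 genes were picked for high values in the COPD libraries, part of such a tilt arises without any treatment effect. They were also picked for low values in the NC libraries, which both comparisons with NC share. Part of their rise in EA-BN-H against NC therefore arises from the selection. The size of neither part was estimated for these genes. Of the 12 genes lower in COPD, 5 were also called lower in EA-BN-H than in NC, and the median log2 fold changes against NC were -1.42 and -1.57.
At the paper's thresholds 94 genes were higher and 56 were lower in EA-BN-H than in COPD. At an adjusted p under 0.05 edgeR called 0 genes and the smallest adjusted p was 1, while 296 genes had an unadjusted p under 0.05, where chance gives 936. DESeq2 called 3 genes, with 547 at an unadjusted p under 0.05. These 3 are named here after their values were seen: Akr1c19, an aldo-keto reductase, had 1.44 ± 0.349 CPM in COPD and no count in EA-BN-H (adjusted p = 0.000557), Cyp26b1 had 11.4 ± 7.00 CPM in COPD and a log2 fold change of -2.82 (adjusted p = 0.000818), and Gm20517 had 0.179 ± 0.118 CPM in COPD and 6.95 ± 6.01 CPM in EA-BN-H (adjusted p = 0.0459). The balance of directions depended on the scaling: 62.7% of the DEGs were higher with TMM, 72.3% with shrunken fold changes from DESeq2, 9.77% with library totals alone, 15.6% with FPKM and 0.296% with TPM. The last 3 scalings move the median log2 fold change of all genes to -0.41, -0.33 and -0.53. Without EA-BN-H replicate 2 there were 353 higher and 393 lower genes, and without EA-BN-H replicate 3 there were 42 higher genes.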

As shown in Figure 10B, EA-BN treatment upregulated 473 genes and downregulated 109 genes. KEGG enrichment analysis of these DEGs indicated significant involvement of oxidative phosphorylation, reactive oxygen species, and NOD-like receptor signaling pathways (Figure 10C). 

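Lists of respiratory chain, redox and inflammasome genes, fixed before the data were examined, were counted among the DEGs of edgeR. Among the DEGs between EA-BN-H and COPD the respiratory chain was present with ND4L, a membrane subunit of complex I, and ATP8, a subunit of the ATP synthase, both encoded by mitochondrial DNA. None of 36 nuclear subunits of complex I and none of 38 nuclear subunits of complexes II to V was a DEG. Of redox genes, 0 of 26 targets of Nrf2, the transcription factor of the antioxidant response, and 0 of 15 antioxidant enzymes were DEGs. Of 16 inflammasome components, which include the sensor Nlrp3 and the protease Casp1, none was a DEG. With 150 DEGs in all, the numbers expected without enrichment were 0.289 and 0.305 for the nuclear lists and 0.208 for Nrf2 targets. They were 0.120 for antioxidant enzymes and 0.128 for inflammasome components, so a count of 0 is no evidence against enrichment.
Between COPD and NC, with 1771 DEGs, the picture was wider. Inflammasome components supplied 11 of 16 genes (adjusted p = 6.26e-08, Fisher's exact test, two-sided, adjusted over 34 lists), among them the sensors Nlrp1b, Nlrc4 and Naip2. The ND genes supplied 5 of 7, all lower in COPD (adjusted p = 0.000458), and the other mitochondrially encoded protein genes supplied 3 of 6 (adjusted p = 0.0355). Nrf2 targets supplied 8 of 26 (adjusted p = 0.00590) and antioxidant enzymes 3 of 15 (adjusted p = 0.253). Among genes at an adjusted p under 0.05 in edgeR, the ND, other mitochondrial and Nrf2 lists had no member. No nuclear subunit of complex I or of complexes II to V was a DEG (adjusted p = 0.105 for each list).
In the same test of EA-BN-H against COPD, the ND list had 1 of 7 members where 0.0561 were expected (odds ratio 20.7, adjusted p = 0.372), and the adjusted p of every list without a member was 1. Mesothelial markers were the list over-represented there, with Msln and Lrrn4, 2 of 4 genes (adjusted p = 0.0129). The tests count list members at the paper's thresholds against all genes tested. They take genes as independent draws, while members of a list may share reads or move together. With an estimated correlation between genes, camera, the list test described below, called 0 lists in either comparison. No KEGG or Gene Ontology annotation was used, so the pathways of the paper were not analysed here.

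**Figure D2:**
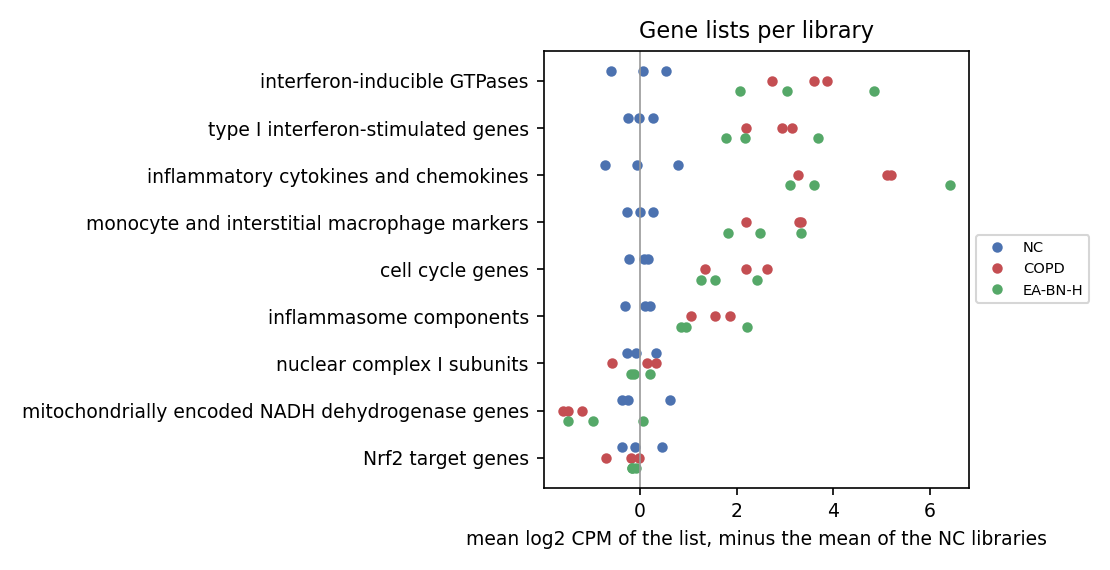
Mean log2 CPM of the members of 9 gene lists in each library, minus the mean of the NC libraries; each dot is a library. Cytokines and chemokines lie at 5.11, 3.26 and 5.20 in COPD replicates 1, 2 and 3 and at 3.11, 6.41 and 3.60 in EA-BN-H replicates 1, 2 and 3.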

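Complex I, the NADH dehydrogenase of the inner mitochondrial membrane, is built from subunits encoded in the nucleus and in mitochondrial DNA, and its nuclear part lay close to COPD levels in EA-BN-H lungs. Of the 36 nuclear subunits 17 had a positive log2 fold change, all lay between -0.45 and 0.44, and the median was -0.01, or 0.02 with scaling on nuclear protein-coding genes, where all genes shift by 0.02. Ndufs1, the largest iron-sulfur subunit of the electron input module, stood at 35.3 ± 12.0 CPM (SD, n = 3) in COPD and 25.8 ± 2.13 CPM in EA-BN-H. Ndufs7, which carries the last iron-sulfur cluster before ubiquinone, stood at 14.7 ± 4.72 and 19.8 ± 2.88 CPM. The mitochondrial genes outside complex I moved as a list, with log2 fold changes of 1.28 for ATP8, 1.23 for COX3 and 0.97 for COX2, subunits of ATP synthase and cytochrome c oxidase, and of 0.44 for CYTB, the cytochrome of complex III.
By camera, a test of a list against all other genes with a preset correlation between genes, the nuclear complex I list did not pass (adjusted p = 0.957, its direction up while the median is below 0). The 6 other mitochondrial protein genes rose as a list (median 0.93, adjusted p = 0.00133), which was lost with an estimated correlation (adjusted p = 0.783) and without EA-BN-H replicate 3 (adjusted p = 0.199). No member of either list passed an adjusted p under 0.05 in edgeR, over all genes or adjusted over the list alone. Without COPD replicate 2 the nuclear list was called lower (adjusted p = 0.00123), and without COPD replicate 1 it was called higher (adjusted p = 0.0223). ATP8 and ATP6 overlap on the mitochondrial chromosome, and nuclear copies of mitochondrial DNA may share reads with these genes.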

Consistently, molecular function analysis highlighted enrichment in NADH dehydrogenase activity (Figure 10D). 

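ND1 to ND6 and ND4L are the 7 proton-pumping subunits of complex I that mitochondrial DNA encodes. Each had a higher mean in EA-BN-H than in COPD lungs, with log2 fold changes from 0.22 for ND5 to 1.41 for ND4L. ND4L (gene 17720, chromosome M of mm10, 9877 to 10173) stood at 1.47 ± 0.0786 CPM (SD, n = 3) in COPD and 3.94 ± 2.34 CPM in EA-BN-H, and the 3 EA-BN-H values lay above the 3 COPD values; groups that do not overlap, in either direction, were seen for 6.33% of genes, where chance gives 10%. ND1 (gene 17716, 2751 to 3707) stood at 356 ± 83.4 and 683 ± 415 CPM, and ND3 (gene 17718, 9459 to 9806) at 134 ± 80.8 and 320 ± 175 CPM. ND2, ND4 and ND6 had log2 fold changes of 0.54, 0.53 and 0.24.
None of the 7 genes passed an adjusted p under 0.05 in edgeR over all genes, where each adjusted p was 1, or adjusted over the list alone, and none passed in DESeq2. ND4L alone met the paper's thresholds (log2 fold change 1.41, standard error 0.48, unadjusted p = 0.0145), with 0.94 (standard error 0.45) for ND1 and 1.26 (standard error 0.62) for ND3. As a list the ND genes rose by camera (median log2 fold change 0.54, adjusted p = 0.00369), and with an estimated correlation the adjusted p was 0.783. The paper names these genes from its own RNA-seq, so their direction is not independent evidence. EA-BN-H replicate 3, the library with the least nuclear message, held the highest EA-BN-H value of each ND gene, such as 1149.5 CPM of ND1 against 545 and 356 CPM in replicates 1 and 2. Without it the adjusted p of the list was 0.401 and the log2 fold changes of ND5 and ND6 were -0.30 and -0.43. ND6 was also at -0.08 without COPD replicate 2. With library totals alone, where all genes shift by -0.41, ND2, ND4, ND5 and ND6 were at -0.03, -0.05, -0.36 and -0.32, and with FPKM and TPM these 4 were also below 0; relative to all genes, the median of the list was 0.38 with library totals, 0.31 with FPKM and 0.18 with TPM. ND4L overlaps ND4, and ND5 overlaps ND6 on the opposite strand, so these pairs may share reads.

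**Figure D3:**
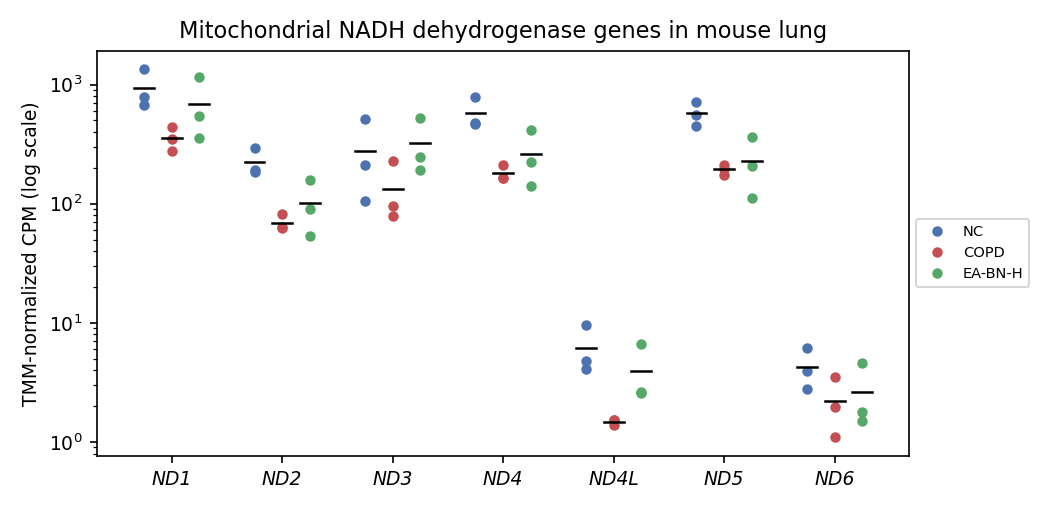
TMM-scaled CPM (log axis) of the 7 mitochondrially encoded NADH dehydrogenase genes in NC, COPD and EA-BN-H lungs; each dot is a library and each line the mean of 3. ND4L is the gene whose EA-BN-H dots lie above its COPD dots, and with library totals, FPKM or TPM, where all genes shift down, the means of ND2, ND4, ND5 and ND6 turn lower in EA-BN-H.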

Heatmap visualization further demonstrated that EA-BN markedly increased the expression of mitochondrial NADH dehydrogenase complex genes, including ND1-ND6, while also modulating genes associated with the NLRP3 inflammasome complex assembly, such as Btk, Trim30a, Eif2ak2, Myd88, Igtp, Gbp5, Irgm1, and Irgm2 (Figures 10E,F). 

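The 8 genes named for inflammasome assembly lay on both sides of their COPD levels in EA-BN-H lungs, with a wide spread between the EA-BN-H libraries. Btk, a kinase that phosphorylates NLRP3, Trim30a, a negative regulator of NLRP3 activation, and Eif2ak2, the double-stranded RNA kinase PKR, had log2 fold changes of -0.13, -0.17 and -0.16. Myd88, the adaptor of Toll-like and interleukin-1 receptors, had 0.09. The interferon-inducible GTPases Igtp, Irgm1 and Irgm2 had 0.37, 0.21 and 0.14, and Gbp5, a GTPase that promotes NLRP3 assembly, had 0.65. Gbp5 measured 31.5, 324 and 52.1 CPM in EA-BN-H replicates 1, 2 and 3 against 101, 45.8 and 113 CPM in the COPD replicates, and Trim30a measured 26.7, 145 and 36.9 CPM against 69.8, 67.2 and 99.0 CPM.
No gene of the list passed an adjusted p under 0.05 in edgeR (each adjusted p = 1), in DESeq2 or adjusted over the list alone, and none met the paper's thresholds. Standard errors ran from 0.33 for Eif2ak2 to 0.74 for Gbp5. By camera the list did not pass (adjusted p = 0.538, 0.973 with an estimated correlation); its median was 0.12 while the direction of the test was down. The paper names the list from its own RNA-seq, so it is not independent evidence. Each of the 8 genes was highest of all 9 libraries in EA-BN-H replicate 2. Without that library all 8 were lower, with log2 fold changes from -1.31 for Trim30a to -0.37 for Myd88, the list was called lower (adjusted p = 0.00188), and Trim30a and Gbp5 met the paper's thresholds. Without EA-BN-H replicate 1 all 8 were higher, from 0.15 for Eif2ak2 to 1.12 for Gbp5. Btk and Trim30a were above 0 without COPD replicate 3 (0.12 and 0.03) or EA-BN-H replicate 3 (0.16 and 0.14), and Eif2ak2 was at 0.00 without COPD replicate 3. Without COPD replicate 2, Myd88, Irgm1 and Irgm2 were at -0.13, -0.11 and -0.18, and with a replicate block Irgm1 and Irgm2 were at -0.03. Myd88, Irgm1 and Irgm2 were also below 0 with library totals alone (-0.21, -0.06 and -0.19), and all 8 were below 0 with FPKM and TPM, but these scalings shift all genes down, and relative to all genes the median of the list was 0.21 with library totals, -0.12 with FPKM and -0.16 with TPM. The GTPases have close paralogs that may share reads.

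**Figure D4:**
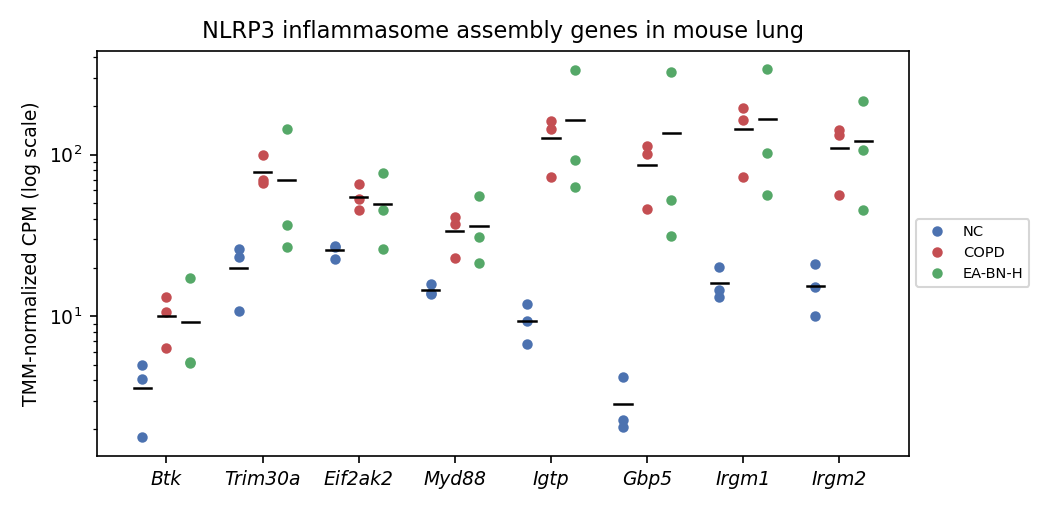
TMM-scaled CPM (log axis) of the 8 inflammasome assembly genes in NC, COPD and EA-BN-H lungs; each dot is a library and each line the mean of 3. EA-BN-H replicate 2 is the highest dot of each gene, and with FPKM or TPM, where the median of all genes shifts by -0.33 or -0.53, the EA-BN-H means of all 8 genes turn lower than COPD, with a list median of -0.12 or -0.16 relative to all genes.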

Heatmap analysis revealed that EA-BN upregulated mitochondrial NADH dehydrogenase complex genes (ND1-ND6) while downregulating transcripts associated with NLRP3 inflammasome assembly, such as Btk, Trim30a, Eif2ak2, Myd88, Igtp, Gbp5, Irgm1, and Irgm2 (Figures 10E,F). These transcriptomic trends were confirmed by real-time PCR analysis of lung tissues from LPS/CSC-exposed mice, showing increased expression of ND1-ND6 and decreased expression of inflammasome-related genes (Figures 10G,H). Collectively, these findings indicate that EA-BN alleviates COPD by enhancing mitochondrial oxidative phosphorylation and redox homeostasis while suppressing NLRP3-mediated inflammatory signaling.

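No listed nuclear respiratory chain gene, antioxidant enzyme or inflammasome component passed an adjusted p under 0.05 in edgeR between EA-BN-H and COPD lungs. Changes of a log2 of 1 in a single gene were mostly not detectable, so this does not show equal levels. Of 26 measured Nrf2 targets 19 were higher in EA-BN-H, with a median log2 fold change of 0.14, and relative to all genes this median was 0.16 with library totals, 0.06 with FPKM and -0.04 with TPM. Gpx2, a glutathione peroxidase of epithelia, stood at 12.1 ± 4.26 CPM (SD, n = 3) in COPD and 20.5 ± 4.71 CPM in EA-BN-H, and Osgin1, an oxidative stress-induced growth inhibitor, at 8.61 ± 1.47 and 14.1 ± 1.80 CPM. Me1, which makes NADPH from malate, stood at 35.3 ± 1.92 and 27.5 ± 1.88 CPM. Of 15 antioxidant enzymes 10 were higher, but none with library totals or TPM, where all genes shift down, and Prdx6, a peroxiredoxin of the alveolar lining, had a log2 fold change of 0.27 (standard error 0.31). Among the inflammasome components P2rx7, the ATP-gated channel that triggers NLRP3, had -0.44 (standard error 0.24) and Naip5, a flagellin sensor, -0.44 (standard error 0.40). Casp4, the protease of the non-canonical pathway, had 0.51 (standard error 0.42), Il1b 0.98 and Nlrp3 0.61. Without EA-BN-H replicate 2, Il1b and Nlrp3 were at -1.61 and -0.45. Both genes were also below 0 with FPKM and TPM, where all genes shift down. Relative to NC, the mean of these components was 1.54, 1.05 and 1.85 in COPD replicates 1, 2 and 3. In EA-BN-H replicates 1, 2 and 3 it was 0.94, 2.22 and 0.85.
By camera, the adjusted p for EA-BN-H against COPD was 0.963 for nuclear subunits of complexes II to V, with a median of -0.03, 0.0979 for Nrf2 targets, 0.683 for antioxidant enzymes and 0.197 for inflammasome components, whose median was -0.09. Without EA-BN-H replicate 2 the inflammasome components were called lower (adjusted p = 0.00214), as they were without COPD replicate 2 (adjusted p = 0.0473). Nrf2 targets were called higher without COPD replicate 1 (adjusted p = 0.00649), and complexes II to V were called higher without COPD replicate 1 (adjusted p = 0.0120) and lower without COPD replicate 2 (adjusted p = 2.46e-05). Protein levels and enzyme activities were not measured in these libraries. From the pathway enrichment, the higher ND1 to ND6 and the lower inflammasome assembly genes in the heatmaps of Fig. 10 and their RT-PCR, the paper concludes that EA-BN relieves COPD through enhanced mitochondrial respiration and redox balance and through suppressed NLRP3 signalling. The heatmap columns headed COPD + EA-BN best matched the deposited libraries labelled NC, as given in the closing section.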

**FIGURE 10:**
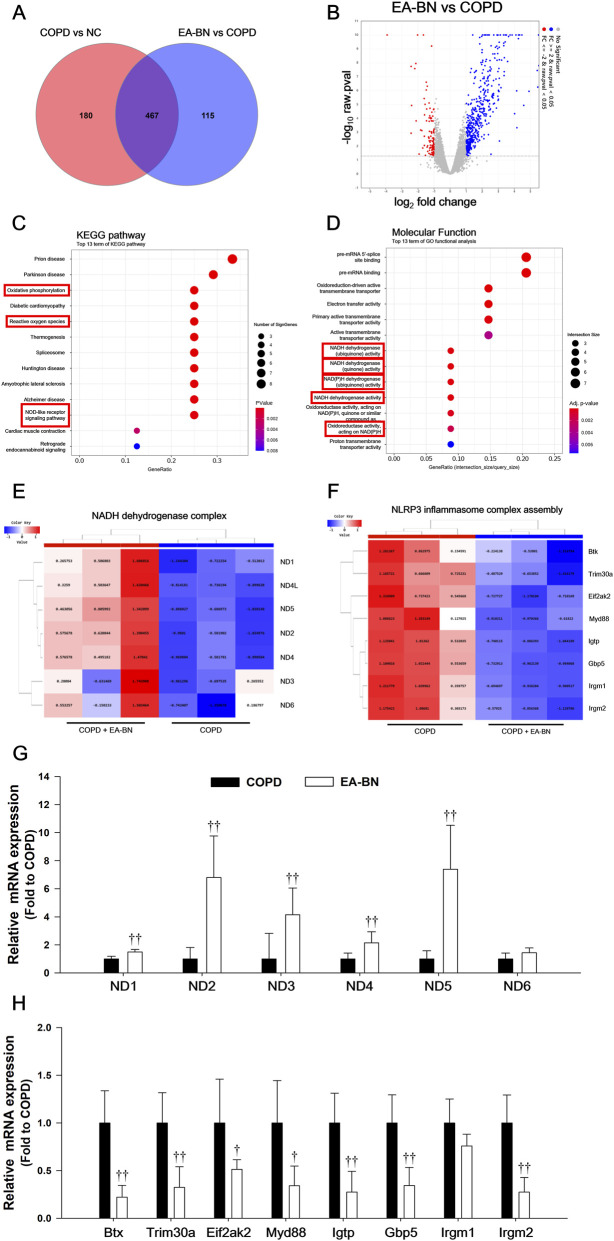
Transcriptomic analysis of EA-BN mechanisms in LPS/CSC-induced COPD. **(A)** Venn diagram illustrating overlapping genes and differentially expressed genes (DEGs) between COPD vs. NC and EA-BN vs. COPD lung tissues. **(B)** Volcano plot depicting DEGs in the EA-BN vs. COPD comparison. **(C)** KEGG enrichment analysis. **(D)** molecular function annotation of the key targets. **(E)** and **(F)** Heatmap representation of transcriptomic DEGs. **(G)** and **(H)** Real-time PCR analysis further validated the transcriptomic results, confirming the differential gene expression patterns observed in RNA-seq analysis. COPD: LPS/CSC-induced mice; EA-BN: EA-BN (200 mg/kg) + COPD. The values are expressed as the means ± SD (*n* = 7/group). ^†,††^ *P* < 0.05, *P* < 0.01, significantly different from COPD.

## 4 Discussion

COPD is a progressive and treatment-resistant pulmonary disorder that currently represents the third most common cause of chronic disease and mortality worldwide. Its global prevalence is anticipated to reach 600 million by 2050 (Boers et al., 2023). To improve associated preventive options, plant-derived compounds have attracted increasing attention as potential alternatives or complementary preventive agents for COPD management (Kokkinis et al., 2024; Sami et al., 2021). In this study, we evaluated the protective effects of EA-BN in LPS/CSC-stimulated RAW264.7 cells and a COPD animal model established through exposure to LPS/CSC. EA-BN treatment markedly suppressed Th-1 cytokine production (IL-6, IL-1β, TNF-α) and diminished inflammatory cell infiltration in BALF. Lung function assessments indicated that EA-BN improved pulmonary mechanics by restoring total and tissue elastance, lowering airway resistance, and increasing the FEV_0.1_/FVC ratio. Histological examination revealed decreased peribronchial inflammation and preservation of alveolar structure. Furthermore, EA-BN showed antioxidant activity, reducing ROS, NO, and TBARS levels while enhancing catalase activity through activation of the Nrf-2/HO-1/NQO1 pathway. In addition, EA-BN inhibited TXNIP/NLRP3 inflammasome activation, as shown by reduced caspase-1 and IL-1β expression, and mitigated apoptosis by lowering the Bax/Bcl-2 ratio and cleaved caspase-3 levels in both RAW264.7 cells and the COPD model.

Chronic exposure to cigarette smoke contains numerous toxic compounds, particularly potent oxidants, that drive the excessive production of ROS (Pinto et al., 2017). Elevated ROS levels disrupt the oxidant-antioxidant balance, resulting in airway epithelial cell injury and alveolar destruction, which are key pathological features of COPD (Cipollina et al., 2022; Deng et al., 2023). Nrf-2 functions as a key regulator of redox homeostasis in COPD by relieving Keap-1 inhibition under oxidative stress, translocating to the nucleus, and inducing antioxidant gene expression. Its activation upregulates detoxifying enzymes (NQO1 and HO-1), enhances GSH synthesis and catalase activity, and reduces MDA accumulation, thereby mitigating ROS-induced cellular injury and maintaining redox stability (Cha et al., 2023; Qi and Fei, 2025; Zhang et al., 2024). In the present study, EA-BN administration significantly enhanced Nrf-2/HO-1/NQO1 expression while reducing ROS, NO, and TBARS levels and simultaneously restored GSH content and catalase activity in LPS/CSC-induced mice. Consistently, RNA-seq analysis revealed that EA-BN upregulated genes encoding components of the NADH dehydrogenase complex (ND1-6) in the lung tissues of mice exposed to LPS/CSC. 

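The mitochondrially encoded subunits of complex I fell as a list in lungs exposed to LPS/CSC. Against NC, all 7 ND genes were lower in COPD lungs, with log2 fold changes from -2.06 for ND4L to -0.96 for ND6. ND2 (gene 17717, chromosome M of mm10, 3914 to 4951), a core antiporter-like subunit, stood at 222 ± 59.5 CPM (SD, n = 3) in NC, 69.4 ± 11.2 CPM in COPD and 101 ± 53.4 CPM in EA-BN-H. ND4 (gene 17719, 10167 to 11544) stood at 577 ± 184, 181 ± 28.0 and 261 ± 142 CPM, and ND5 (gene 17721, 11742 to 13565) at 577 ± 135, 195 ± 18.0 and 227 ± 127 CPM. ND6 (gene 17722, 13552 to 14070), the subunit on the other strand, stood at 4.28 ± 1.70, 2.20 ± 1.24 and 2.63 ± 1.72 CPM.
In camera the ND list fell in COPD against NC (median log2 fold change -1.57, adjusted p = 1.06e-05), with an adjusted p of 0.355 under an estimated correlation. In edgeR, 0 of the 7 genes passed an adjusted p under 0.05 over all genes, where ND2 came closest at 0.0566, while 5 passed adjusted over the list alone and DESeq2 passed ND1, ND2, ND4, ND4L and ND5, with adjusted p values from 0.000498 for ND2 to 0.0218 for ND1. In EA-BN-H against NC the list was also lower (median -0.72, adjusted p = 0.00285, 0.425 with an estimated correlation), with log2 fold changes of -1.14 for ND2, -1.15 for ND4 and -1.35 for ND5 and of 0.21 for ND3. Without NC replicate 1, the library with the highest level of all 7 genes except ND3, the adjusted p of the list was 0.0610 for EA-BN-H against NC. Cardiac muscle markers were lower alongside: their median was -0.75 in COPD against NC (adjusted p = 0.00972; 0.109, 0.0799 and 0.169 without NC replicate 1, NC replicate 2 and COPD replicate 2) and -1.56 in EA-BN-H against NC (adjusted p = 9.9e-06), with 0.496 and 0.331 under an estimated correlation, and their mean was highest in NC replicate 1.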

Nrf-2/HO-1 activation has been reported to alleviate oxidative stress by enhancing GSH levels and catalase activity, in turn reducing pulmonary inflammation in LPS- and cigarette smoke-induced COPD models (Qi and Fei, 2025; Zhou et al., 2024). These findings suggest that the protective effects of EA-BN in the COPD model used herein are strongly linked to the suppression of oxidative stress through the activation of the Nrf-2/HO-1/NQO1 pathway and its associated antioxidant activities.

Elevated ROS levels in COPD activate the redox-sensitive protein TXNIP, which promotes NLRP3 inflammasome assembly with maturation of IL-1β and IL-18 (Kim W et al., 2024; Zhou et al., 2010). Previous studies have demonstrated that cigarette smoke and LPS exposure activate purinergic and toll-like receptor pathways, leading to P2X7R-mediated NLRP3 inflammasome activation, NF-κB-dependent cytokine production, and caspase-3-associated apoptosis in lung tissue (Dou et al., 2025; Lucattelli et al., 2011; Ozkanlar et al., 2025). These pathways represent an oxidative stress-driven inflammatory-apoptotic axis in COPD pathogenesis. These cytokines further recruit macrophages and neutrophils, which release Th1 cytokines, ROS, and proteolytic enzymes, thereby amplifying airway inflammation (Kotlyarov, 2022; Bezerra et al., 2023; Wu et al., 2022). In addition to its pro-inflammatory role, TXNIP initiates mitochondrial apoptotic signaling, which disrupts the Bax/Bcl-2 balance. It causes mitochondrial membrane permeabilization, cytochrome c release, and caspase-3 activation, ultimately leading to apoptosis of alveolar epithelial cells (Kim J et al., 2024). TXNIP-driven inflammation and apoptosis accelerate extracellular matrix degradation and alveolar destruction (Liu et al., 2023; Hua et al., 2025). These alterations are reflected in impaired lung function, as evidenced by reduced elastance and decreased FEV/FVC ratios (Soehnlein et al., 2017; Qi and Fei, 2025; Vogelmeier et al., 2017). In our study, EA-BN administration significantly inhibited Th1 cytokine production, inflammatory cell infiltration, and alveolar destruction in the lung tissues. Consequently, it contributed to the improvement of pulmonary function, as evidenced by the recovery of elastance parameters and FEV_0.1_/FVC ratio. EA-BN suppressed TXNIP/NLRP3 inflammasome activation and downregulated caspase-1 and IL-1β expression in both LPS/CSC-exposed mice and RAW264.7 cells. EA-BN attenuated apoptosis by reducing TXNIP expression, lowering the Bax/Bcl-2 ratio, and inhibiting caspase-3 activation. Combined treatment with EA-BN and TXNIP-specific siRNA showed an even stronger effect *in vitro*. RNA-seq analysis further revealed that EA-BN downregulated multiple genes involved in NLRP3 inflammasome assembly (Btk, Trim30a, Eif2ak2, Myd88, Igtp, Gbp5, Irgm1, and Irgm2) in the lung tissues. 

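The 8 inflammasome assembly genes were all higher in lungs exposed to LPS/CSC than in NC lungs, most of all the interferon-inducible GTPases. Gbp5 (gene 229898, chromosome 3 of mm10, 142496934 to 142522344) rose from 2.84 ± 1.17 CPM (SD, n = 3) in NC to 86.7 ± 35.9 CPM in COPD, and its mean in EA-BN-H was 136 ± 164 CPM. Igtp (gene 16145, chromosome 11, 58199556 to 58207592) rose from 9.29 ± 2.57 to 126 ± 47.3 CPM, with 163 ± 148 CPM in EA-BN-H. Irgm1 (gene 15944, chromosome 11, 48865245 to 48871420) rose from 16.0 ± 3.78 to 144 ± 62.9 CPM and Irgm2 (gene 54396, chromosome 11, 58214977 to 58222783) from 15.5 ± 5.54 to 111 ± 47.6 CPM, with 166 ± 151 and 122 ± 85.1 CPM in EA-BN-H. Btk, the Tec-family kinase, had a log2 fold change of 1.49 in COPD against NC, Trim30a 1.98, Eif2ak2 1.11 and the adaptor Myd88 1.22.
The log2 fold changes of Gbp5, Igtp, Irgm1 and Irgm2 in COPD against NC were 4.94, 3.77, 3.17 and 2.84, with adjusted p values of 0.0337, 0.0289, 0.0413 and 0.0409 from edgeR, and the other 4 genes did not pass over all genes in edgeR, while DESeq2 passed Trim30a (0.0104), Myd88 (0.0189) and Eif2ak2 (0.0346) and gave Btk 0.0927. All 8 passed adjusted over the list alone, which is not independent evidence for a list named from the study's own RNA-seq. As a list they rose by camera (median 2.41, adjusted p = 2.04e-07; adjusted p = 0.355 with an estimated correlation). The 4 GTPases lost their calls without NC replicate 1 (lowest adjusted p = 0.0882), NC replicate 2 (0.109), NC replicate 3 (0.101), COPD replicate 1 (0.111) or COPD replicate 3 (0.110), and the highest value was 0.148. They also lost them with a replicate block (0.0778 to 0.0934). In EA-BN-H against NC the same 8 genes had log2 fold changes from 0.95 for Eif2ak2 to 5.59 for Gbp5, and Gbp5, Igtp, Irgm1 and Irgm2 passed with adjusted p values of 0.0388, 0.0388, 0.0462 and 0.0477 from edgeR. No gene passed in that comparison with a replicate block, with only the groups compared, or without NC replicate 1, 2 or 3, the 4 GTPases did not pass with library totals (0.0597 to 0.0820), transcripts, FPKM or TPM, Irgm2 did not pass without EA-BN-H replicate 2 (0.0750), and no gene of the list passed without COPD replicate 1 or COPD replicate 3. Cell markers rose alongside in COPD against NC, with medians of 3.03 for monocytes and interstitial macrophages (camera adjusted p = 1.08e-15) and 1.86 for T and NK cells (1.24e-06), and an adjusted p of 0.355 for both under an estimated correlation, so whole lung RNA does not separate a change in cell content from a change within cells.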

Consistent with previous findings, pharmacological inhibition of TXNIP/NLRP3 and Bax/Bcl-2/caspase-3 signaling has been shown to alleviate inflammation and apoptosis in COPD models induced by exposure to cigarette smoke (Hua et al., 2025; Mahalanobish et al., 2020; Wang et al., 2025). Our results indicated that EA-BN exerts protective effects against COPD by targeting TXNIP-mediated inflammatory and apoptotic pathways *in vivo* and *in vitro*.

*Boehmeria nivea* (L.) Gaud. has long been recognized in traditional Korean medicine for its diverse pharmacological properties, including anti-inflammatory, hepatoprotective, diuretic, and fever-reducing activities (Bae, 2000; Lin et al., 1998). Experimental research has further demonstrated that BN suppresses inflammatory signaling by inhibiting MAPK phosphorylation in LPS-activated RAW264.7 macrophages (Sung et al., 2013). Moreover, phytochemical analyses have identified several bioactive constituents of EA-BN, including rutin, epicatechin, luteolin-7-glucoside, and caffeic acid (Lee et al., 2020; Sung et al., 2013). In the present study, we emphasized the role of major components, ethyl gallate, caffeic acid, epicatechin, α-linolenic acid and pheophorbide A. Caffeic acid and ethyl gallate have been shown to alleviate oxidative stress by activating the Nrf-2 signaling pathway, thereby enhancing antioxidant defense mechanisms and reducing ROS production in LPS-exposed mice (Mehla et al., 2013; Yu et al., 2024). Pheophorbide A exhibited marked anti-inflammatory activity by suppressing nitric oxide production in LPS-stimulated RAW264.7 cells (Islam et al., 2013). Furthermore, epicatechin and α-linolenic acid were reported to attenuate inflammatory responses through the inhibition of NLRP3 inflammasome activation in cigarette smoke-exposed rats and LPS-stimulated RAW264.7 cells (Liu et al., 2022; Tian et al., 2021). In addition, *B. nivea* has been shown to exhibit excellent *in vivo* safety. Oral administration of BN leaf extract at doses up to 2 g/kg/day for 28 days produced no signs of systemic or organ toxicity in rats, as evidenced by normal hematological, biochemical, and histopathological profiles (Mu et al., 2020). Similarly, a single oral dose of up to 32 g/kg in pregnant mice caused no maternal or fetal toxicity (Tian et al., 2011). These results demonstrate the high tolerability of BN, supporting its suitability for further pharmacological and preventive evaluation. Collectively, these observations suggest that EA-BN has preventive significance in COPD, a disorder driven by chronic oxidative stress and airway inflammation. However, the specific molecular actions of its active metabolites in COPD models induced by LPS/CSC exposure remain insufficiently characterized, indicating the need for further mechanistic studies.

This study has several limitations. Although the LPS/CSC-induced COPD model does not fully replicate the prolonged exposure and chronic structural remodeling observed in cigarette smoke-induced models, it effectively reflects the principal pathological characteristics of COPD, including acute airway inflammation, increased pro-inflammatory cytokine levels, and impaired pulmonary function, as indicated by decreased FEV_0.1_/FVC ratios and altered elastance. Nevertheless, despite its relatively short duration, this model serves as a reliable and reproducible model for examining the interplay between oxidative stress and inflammation, which are key drivers of COPD pathogenesis, and for assessing the preventive potential of antioxidant and anti-inflammatory agents. Additionally, quantitative phytochemical profiling was not conducted, which limits the ability to determine the predominant bioactive constituents of EA-BN. Further study will include detailed quantitative analyses to clarify the contribution of individual compounds to its biological activity.

## 5 Conclusion

To the best of our knowledge, this is the first study to demonstrate that EA-BN effectively mitigates ROS-driven oxidative stress, airway inflammation, and apoptotic responses in both an LPS/CSC-induced COPD mouse model and LPS/CSC-stimulated RAW264.7 macrophages. EA-BN treatment significantly reduced Th1 cytokine levels (IL-6, IL-1β, and TNF-α), inflammatory cell infiltration, and alveolar destruction, leading to improvements in lung function, as evidenced by restoration of total and tissue elastance and the FEV_0.1_/FVC ratio. At the molecular level, these protective effects were mediated by the activation of the Nrf2/HO-1/NQO1 antioxidant defense pathway and the suppression of TXNIP-driven NLRP3 inflammasome signaling and Bax/Bcl-2/caspase-3-dependent apoptosis. Collectively, these findings provide compelling evidence supporting the preventive potential of EA-BN as a plant-derived therapeutic candidate for COPD management.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/), accession number GSE315863.

How the deposited data were processed for this re-analysis (not part of the article)

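Lung RNA from male C57BL/6N mice was sequenced in 9 libraries, 3 from each of NC, COPD and EA-BN-H. The deposited table gives, for each of 129299 RefSeq transcripts on mm10, an estimated count of reads that is already a whole number, an FPKM and a TPM per library. As deposited by the authors, these estimated counts were made by trimming, alignment and transcript assembly of the reads and were not normalized, while FPKM and TPM are scaled by transcript length and library size. The submitters' notes name Trimmomatic 0.38, HISAT2 2.1.0, StringTie 2.1.3b and DESeq2; the paper names bcl2fastq, FastQC, HTSeq and DESeq2. The strand setting of the counting is not stated in the paper or the notes. No raw reads were reprocessed.

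Counts were summed over the transcripts of each gene, giving 45777 genes. Genes were kept by filterByExpr of edgeR with the groups, which left 18716 genes, 15124 of them nuclear and protein-coding. Library sizes were scaled by TMM, and the quasi-likelihood test of edgeR was fitted to all 9 libraries together, with a common biological coefficient of variation of 0.438. The comparisons were COPD against NC, EA-BN-H against COPD, and EA-BN-H against NC, which the paper does not report. DEGs were counted at the paper's thresholds of an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, and genes were called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. CPM values are scaled by TMM and given as mean ± SD. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.

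The comparisons, thresholds, gene lists, rule for named genes and alternatives were fixed before the data were examined, apart from the added settings named in the closing section. The genes named are those the paper names for RNA-seq and the genes of the proteins it measured in lung or BALF. Added are up to 4 members of each list with the smallest p, and the 8 largest rises and 8 largest falls per comparison. Not every gene chosen this way is reported. Rises and falls were taken among genes past the adjusted p whose groups do not overlap. Their mean had to be at least 50 counts per library, with a symbol that is not a clone or model name. For COPD against NC 262 higher and 12 lower genes passed this rule, and for EA-BN-H against COPD none did.

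The 34 lists, with 474 entries, cover the mitochondrially encoded ND genes and other mitochondrial protein genes, nuclear subunits of complex I and of complexes II to V, the study's inflammasome assembly genes, inflammasome components, type I interferon-stimulated genes, interferon-inducible GTPases, Nrf2 targets, antioxidant enzymes, cytokines and chemokines, apoptosis, aryl hydrocarbon receptor targets, cell cycle, markers of neutrophils, alveolar macrophages, monocytes and interstitial macrophages, T and NK cells, B and plasma cells, alveolar type 2 and type 1 cells, ciliated cells, club and goblet cells, endothelium, fibroblasts and matrix, cardiac and skeletal muscle, adipose tissue, erythroid cells and mesothelium, and small non-coding RNAs, ribosomal proteins, histones, and immediate early and heat shock genes. Each list was tested by camera of limma on log2 CPM (prior count 2) with a preset correlation of 0.01. With an estimated correlation no list was called in any comparison. The fry test, which asks whether the genes of a list move on balance one way without comparing them with other genes, called 6 lists for COPD against NC, 0 for EA-BN-H against COPD and 7 for EA-BN-H against NC. Over-representation among DEGs was tested by Fisher's exact test against all genes tested, which takes genes as independent draws.

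The methods were tested on simulated data with the depth and spread of these libraries. At an adjusted p under 0.05, edgeR recovered 4.0%, 52.0%, 72.3% and 80.0% of genes changed by a log2 of 1, 2, 3 and 4 in the design of EA-BN-H against COPD, and 4.77% of unchanged genes had an unadjusted p under 0.05. A difference of a log2 of 1 in a single gene is therefore mostly not detectable here. The simulated genes were drawn independently, without differences shared by the genes of a library. In the real EA-BN-H against COPD comparison, 296 genes had an unadjusted p under 0.05 where chance gives 936. The recoveries need not hold there. With 3 libraries against 3 an exact permutation test cannot go below 0.10, so none was used for single genes. The replicate numbers are not stated to pair the samples. For the 9 pairs of libraries with the same number, residual correlations ran from -0.243 to 0.127, which shows no pairing but cannot exclude one. The alternatives were DESeq2 with and without shrunken fold changes, RLE size factors, library totals, scaling on nuclear protein-coding genes, no filter on low counts, at least 1 count in every library, a replicate block, only the groups compared, transcripts in place of genes, limma on FPKM and on TPM, DEGs at the adjusted p, and leaving out each library. Floors of 3 counts per library cover counting error only. KEGG and Gene Ontology terms were not analysed here.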

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

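The comparison and the gene lists were set before the data were examined. How the counts over other splits of the libraries would be read was written down after the data were seen. The lists reported here are those that both camera and fry called for COPD against NC, apart from the study's own. With an estimated correlation camera called 0 lists there. Groups of 3 libraries are too small for a test of single outlying libraries, so none was run.

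The paper does not report EA-BN-H against NC, where 211 genes passed an adjusted p under 0.05 in edgeR, 194 higher and 17 lower in EA-BN-H; 0 genes passed without NC replicate 1, 2 or 3, 1 gene (Gm29695, named after its values were seen) without COPD replicate 1 or COPD replicate 3, 107 without EA-BN-H replicate 2 and 419 without EA-BN-H replicate 3, and there were 0 with a replicate block, 0 with only the groups compared, 0 with transcripts in place of genes, 5 with library totals, 5 with FPKM, 16 with TPM and 1297 in DESeq2. The paper does not discuss the type I interferon-stimulated genes, such as the antiviral regulator Irf7, whose median log2 fold change in COPD against NC was 2.87. The interferon-inducible GTPases had a median of 3.47 there, and 4 of these 16 genes are also on the study's own list. Inflammatory cytokines and chemokines had a median of 4.50 with the 3 genes that have no count in NC set at their bound. The cell cycle genes, led by Top2a and Mki67, had a median of 2.05. Markers of monocytes and interstitial macrophages, led by Gpnmb and the complement genes C1qa, C1qb and C1qc, had a median of 3.03.

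Of the 10 splits of 3 libraries against 3, 1 (the real one) gave as many genes for EA-BN-H against NC at the adjusted p, with 211 genes and 1 in the highest other split, and 10 splits are too few for a share under 0.05. At the paper's thresholds the same comparison gave 1553 DEGs and 823 in the highest other split, which again allows no share under 0.05.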

How the results depend on the processing

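The 4 DESeq2 settings called added here were chosen after seeing the data, and all others were set before the data were examined. Of the values for named genes, 9402 stayed on the same side of the test with the same direction, 474 lost and 243 gained a call, 587 had the opposite sign without a call in either setting, and none turned direction with a call. For COPD against NC the directions of the ND genes and the inflammasome assembly genes were the same in every setting run, whereas for EA-BN-H against COPD they depended on the scaling and on single libraries. Simulated with the depth, spread and group size of these libraries, changes of a log2 of 1 were recovered in 6.25% of genes for COPD against NC. In each case below the cause was not tested, except that the adjusted p is a stricter threshold and that comparing only the groups at hand uses fewer libraries.

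Values are given as DEGs of COPD against NC, DEGs of EA-BN-H against COPD, those higher, those lower, the shared DEGs, and genes at the adjusted p for COPD against NC, EA-BN-H against COPD and EA-BN-H against NC, where they moved by over 1.5 times. DESeq2 with shrunken fold changes gave 31 lower, 36 shared, and 1405, 3 and 1297 genes at the adjusted p. Without shrinkage it gave 319 DEGs, 204 higher, 115 lower, 121 shared, and 1405, 3 and 1297. Library totals gave 307 DEGs, 30 higher, 277 lower, and 95 and 5 genes at the adjusted p against NC. No filter gave 273, 171 higher, 102 lower and 89 shared. The replicate block gave 0 and 0 genes against NC at the adjusted p. Only the groups compared gave 38 shared, and 724 and 0 genes against NC. Transcripts in place of genes gave 880, 525 higher, 355 lower, 332 shared, and 0 and 0 against NC at the adjusted p. FPKM gave 1115 for COPD against NC, 20 higher, 108 lower, 37 shared, and 89 and 5. TPM gave 953, 338, 1 higher, 337 lower, 92 shared, and 16 for EA-BN-H against NC. DEGs at the adjusted p numbered 296, and 0 for EA-BN-H against COPD, 0 higher, 0 lower and 0 shared. Added DESeq2 settings gave 482, 293 higher, 189 lower, 255 shared, and 1352, 482 and 1150 at the adjusted p on all transcripts; 715, 413, 302 and 251, with 618, 26 and 502, on transcripts with a count in every library; 605, 26, 15, 11 and 10 for the same at the adjusted p, with 618, 26 and 502; and 951, 1, 0, 1 and 0 on protein-coding genes, with 1319, 1 and 1189.

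Leaving out 1 library gave 1468 to 1946 DEGs for COPD against NC, 100 to 746 for EA-BN-H against COPD, 42 to 353 higher, 39 to 393 lower and 33 to 376 shared, with 0 to 996, 0 to 0 and 0 to 419 genes at the adjusted p. The camera adjusted p ranged from 4.42e-07 to 0.000294 (ND genes) and 3.91e-09 to 7.31e-06 (inflammasome assembly genes) for COPD against NC, and from 0.000211 to 0.401 and 0.00188 to 0.986 for EA-BN-H against COPD. With an estimated correlation it was 0.355 for both lists in COPD against NC and 0.783 for the ND genes in EA-BN-H against COPD; fry gave the ND genes 0.0659 and 0.969, and library totals gave the inflammasome assembly genes 0.999 with the direction up.

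Directions turned, with a call, without COPD replicate 2 for complexes II to V (0.0307; range over left-out libraries 0.0131 to 0.723) and ribosomal proteins (0.00366; to 0.957) in COPD against NC, and for complex I (0.00123; to 0.964), complexes II to V (2.46e-05; to 0.972), ribosomal proteins (0.00417; range 1.61e-06 to 0.882) and histones (0.000338; range 1.94e-05 to 0.246) in EA-BN-H against COPD, and without EA-BN-H replicate 1 for the GTPases (0.00397; range 0.000211 to 0.999) there. Among genes at the adjusted p the ND, other mitochondrial, Nrf2 and T and NK lists had no member, each with an over-representation p of 1.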

Differences from the paper's values

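All counts here use the paper's thresholds of an unadjusted p under 0.05 and an absolute log2 fold change of at least 1 unless a setting names the adjusted p; the paper applied them to shrunken fold changes of DESeq2, and its list of DEGs is not analysed here. The legend of Fig. 10 gives n = 7 per group while 3 libraries per group were deposited, so the paper's counts and those here are not known to come from the same groups. The 4 added DESeq2 settings were chosen after seeing the values.

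For COPD against NC the paper reports 647 DEGs and 1771 were found here. Of the alternatives set before the data were examined, limma on TPM (953) came within 1.5 times of the paper's value and the others did not. Among the settings chosen after seeing the values, DESeq2 on transcripts with a count in every library at the adjusted p (605) and on protein-coding genes with a count in every library at the adjusted p (951) also came within it; for COPD against NC they call 4 and 0 of the 7 ND genes and 4 and 6 of the 8 inflammasome assembly genes, where the main comparison calls 5 and 8, and for EA-BN-H against COPD both call none of them, where the main comparison calls ND4L. For EA-BN-H against COPD the paper reports 582 DEGs and 150 were found. Of the alternatives set before the data were examined, leaving out EA-BN-H replicate 2 (746) came within 1.5 times and the others did not. DESeq2 on transcripts at the adjusted p (482), and on transcripts with a count in every library (715), did so too; they were chosen after seeing the values, and they call 0 and 1 (ND4L) of the 7 ND genes and 0 of the 8 inflammasome assembly genes. The paper's overlap is 467 genes and 58 were found; leaving out EA-BN-H replicate 2 (376) and transcripts in place of genes (332) came within it, and no other alternative set before the data were examined did. The paper gives 473 genes higher with EA-BN and 94 were found; of the alternatives set before the data were examined, leaving out EA-BN-H replicate 2 (353) and transcripts in place of genes (525) came within it and the others did not, and DESeq2 on transcripts with a count in every library (413), chosen after seeing the values, did so while calling 1 of the 7 ND genes. The paper gives 109 genes lower and 56 were found; DESeq2 without shrinkage (115), no filter (102), leaving out NC replicate 1 (77) or COPD replicate 2 (76), and FPKM (108) came within it, and the other alternatives set before the data were examined did not.

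The paper states that EA-BN raised ND1 to ND6. Here all 7 ND genes had a higher mean in EA-BN-H than in COPD, and none passed an adjusted p under 0.05 in edgeR or DESeq2. At the paper's thresholds none of the 7 was called with library totals, transcripts in place of genes, FPKM, TPM, the adjusted p, or without EA-BN-H replicate 3. ND4L alone was called in the main comparison, with shrunken fold changes, RLE size factors, scaling on nuclear protein-coding genes, no filter, at least 1 count in every library, and without NC replicate 3, COPD replicate 2, COPD replicate 3 or EA-BN-H replicate 1; ND3 and ND4L were called with DESeq2 without shrinkage, the replicate block, only the groups compared, and without NC replicate 1, NC replicate 2 or COPD replicate 1; and ND1, ND3 and ND4L were called without EA-BN-H replicate 2. The paper states that EA-BN lowered Btk, Trim30a, Eif2ak2, Myd88, Igtp, Gbp5, Irgm1 and Irgm2. Here Btk, Trim30a and Eif2ak2 had log2 fold changes below 0, Myd88, Igtp, Gbp5, Irgm1 and Irgm2 above 0, and none was called; Trim30a and Gbp5 were called lower without EA-BN-H replicate 2. The paper's RT-PCR (Fig. 10G,H) gives ND genes higher and inflammasome genes lower with EA-BN. The heatmap columns headed COPD + EA-BN best matched the libraries labelled NC, as given below. The heatmaps and EA-BN-H against COPD as analysed here may therefore compare different libraries. The paper reports enrichment of oxidative phosphorylation and NOD-like receptor genes among these DEGs. Here the ND list had an over-representation adjusted p of 0.372 and the inflammasome components one of 1 by Fisher's exact test, on lists that are not the paper's KEGG terms. Among 150 DEGs only 0.128 inflammasome components were expected, so their absence is no evidence against enrichment.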

Other observations

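The matching of the heatmap columns, the shares of shared DEGs for another second comparison and the tests on the split of COPD and EA-BN-H libraries were chosen only after the results were seen; the gene lists were fixed in advance.

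COPD lungs held more transcripts of macrophage markers, interferon signalling and cell division. Of 14 monocyte and interstitial macrophage markers 9 rose against NC (14 adjusted over the list alone; camera adjusted p = 1.08e-15), among them Gpnmb, a glycoprotein of lipid-laden macrophages, from 2.24 ± 0.224 to 40.5 ± 12.0 CPM (SD, n = 3), and the complement gene C1qb. Of 25 type I interferon-stimulated genes 13 rose (24 over the list alone; 6.2e-21), such as the transcription factor Irf7 from 5.59 ± 1.06 to 110 ± 41.2 CPM, and of 16 interferon-inducible GTPases 9 rose (16; 2.18e-15). Of 24 measured cytokines and chemokines 6 rose (20; 8.95e-16): the acute phase gene Saa3 went from 0.651 ± 1.13 to 496 ± 319 CPM (adjusted p = 0.0345) and Lcn2, an iron-sequestering protein, from 7.86 ± 2.78 to 327 ± 213 CPM. Of 14 cell cycle genes 4 rose (11; 1.45e-10), with the proliferation marker Mki67 at 16.0 ± 2.02 and 87.9 ± 31.9 CPM, and of 62 histone genes 9 rose (47; 2.01e-20). T and NK cell markers (0 over all genes, 7 over the list alone; 1.24e-06), neutrophil markers (0 and 2; 0.00192) and apoptosis genes (0 and 4; 0.00271), such as Bax, rose as lists, and inflammasome components did too (1 gene, Nlrp1b, and 12; 2.18e-05). The other mitochondrial protein genes fell as a list (0 genes over all, 2 over the list alone; 0.00201). Alveolar type 2 markers rose as a list (0.0439), lost without NC replicate 1 (0.402), COPD replicate 1 (0.121), COPD replicate 2 (0.0568) or EA-BN-H replicate 2 (0.0638). Cardiac muscle markers fell (0.00972; lost without NC replicate 1 at 0.109, NC replicate 2 at 0.0799 or COPD replicate 2 at 0.169), as did ciliated cell markers (0.0443; lost without NC replicate 1 at 0.503, COPD replicate 2 at 0.212 or COPD replicate 3 at 0.0635), immediate early and heat shock genes (0.00974; lost without NC replicate 1 at 0.0860 or COPD replicate 1 at 0.0576) and Nrf2 targets (0.0262; lost without NC replicate 1 at 0.406 or COPD replicate 2 at 0.310). No list was called with an estimated correlation, where the smallest adjusted p was 0.355. Single-gene calls over all genes were unstable to leaving out a library. Without NC replicate 1, 2 or 3 or COPD replicate 1 or 3, 0 or 1 gene passed. A fit with fewer libraries also has less power, so a dependence on single libraries cannot be told apart from that loss. Lists not called were adipose (0.0621), fibroblast and matrix (0.0802), skeletal muscle (0.0869), aryl hydrocarbon receptor (0.141), small non-coding RNA (0.155), mesothelial (0.246), complexes II to V (0.581), erythroid (0.646), complex I (0.677), endothelial (0.710), alveolar macrophage (0.790), antioxidant (0.790), ribosomal (0.790), alveolar type 1 (0.843), B and plasma cell (0.843) and club and goblet cell genes (0.896); of these, some were called without 1 library, with adjusted p values down to 0.000428 for adipose markers without COPD replicate 3, 0.00366 for ribosomal proteins without COPD replicate 2, 0.00574 for skeletal muscle without NC replicate 3, 0.00667 for erythroid genes without NC replicate 1, 0.0131 for complexes II to V, 0.0327 for complex I and 0.0346 for aryl hydrocarbon receptor targets without COPD replicate 1, 0.0298 for club cells without NC replicate 1 and 0.0307 for fibroblasts without COPD replicate 2.

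In EA-BN-H against COPD lungs, markers of alveolar, endothelial and immune cells were lower as lists while edgeR passed no gene over all genes and DESeq2 passed 3. Alveolar type 2 markers had 1 of 10 members higher and a median log2 fold change of -0.56 (camera adjusted p = 0.000391), with the surfactant gene Sftpc at 903 ± 315 CPM in COPD and 479 ± 295 CPM in EA-BN-H. Mesothelial markers had a median of -1.89 (0.00116; 0.0577 without EA-BN-H replicate 2), cardiac muscle markers -0.65 (0.00454; 0.213 without COPD replicate 3, 0.611 without EA-BN-H replicate 2) and endothelial markers -0.43 (0.00591; 0.0730 without COPD replicate 1, 0.0670 without COPD replicate 2, 0.284 without EA-BN-H replicate 3). Monocyte and interstitial macrophage markers had -0.32 (0.00863; 0.148, 0.170 and 0.739 without COPD replicate 1, COPD replicate 3 and EA-BN-H replicate 3), T and NK cell markers -0.48 (0.0104; 0.0542, 0.213, 0.332 and 0.137 without COPD replicates 1 and 3 and EA-BN-H replicates 1 and 3), B and plasma cell markers -0.38 (0.0243; 0.159, 0.217 and 0.203 without COPD replicates 2 and 3 and EA-BN-H replicate 3), alveolar type 1 markers -0.23 (0.0243; 0.211, 0.0704 and 0.401 without COPD replicates 1 and 2 and EA-BN-H replicate 3) and cell cycle genes -0.33 (0.0360; 0.825, 0.120, 0.0757 and 0.752 without COPD replicates 1 and 3 and EA-BN-H replicates 1 and 3). Small non-coding RNAs rose as a list (median 0.79; 0.000179; with TPM, which shifts all genes down, the median is -0.02, or 0.51 relative to all genes), with Rnu1a1, the RNA of the U1 spliceosome particle, at 21.4 ± 12.5 and 50.7 ± 27.6 CPM. Library totals alone ended the calls of alveolar type 1 (0.123), endothelial (0.0611), monocyte and interstitial macrophage (0.259), T and NK cell (0.294), B and plasma cell (0.293) and cell cycle lists (0.297). With an estimated correlation no list passed (smallest adjusted p = 0.258, mesothelial markers). Medians of interferon-inducible GTPases (0.35), cytokines (0.37) and neutrophil markers (0.76) were above 0 while camera pointed down (0.738, 0.538 and 0.873), and without EA-BN-H replicate 2 these lists were called lower (0.000211, 8.17e-05 and 0.00495), as were the interferon-stimulated genes (8.15e-07; 0.176 with all libraries), whereas the GTPases were called higher without EA-BN-H replicate 1 (0.00397). Cytokines were also called lower without COPD replicate 2 (0.0112), as were interferon-stimulated genes (0.00390). The remaining lists were not called: ribosomal proteins (0.0856), fibroblasts (0.0946), ciliated cells, club cells, erythroid, skeletal muscle and immediate early genes (0.176 each), alveolar macrophages (0.187), histones (0.197), aryl hydrocarbon receptor targets (0.316), adipose (0.538) and apoptosis genes (0.767); without 1 library the lowest values were 1.61e-06 for ribosomal proteins and 1.94e-05 for histones without COPD replicate 1, 0.000800 for ciliated cells and 0.0299 for apoptosis genes without EA-BN-H replicate 2, 0.00200 for alveolar macrophages, 0.0291 for skeletal muscle and 0.0443 for club cells without EA-BN-H replicate 1, 0.0112 for fibroblasts without COPD replicate 2, 0.0123 for immediate early genes without COPD replicate 1 and 0.0439 for erythroid genes without NC replicate 1.

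The paper measured TNF-α, IL-6 and IL-1β by ELISA in BALF, and IL-1β also by immunoblot of lung. It measured catalase as an activity and the other proteins reported here by immunoblot of lung. RNA of whole lung is a different measure from these. None of their genes reported here passed an adjusted p under 0.05 in the main edgeR fit in either comparison. In DESeq2 none passed for EA-BN-H against COPD. For COPD against NC, DESeq2 passed Bax (0.00237), Nqo1 (0.00523), Nlrp3 (0.00538), Cat (0.0234), Il6 (0.0240) and Tnf (0.0283) and gave Il1b no adjusted p. Other edgeR settings gained calls for COPD against NC, such as Bax (0.0143) and Il1b (0.00437) without EA-BN-H replicate 2. Nlrp3 stood at 3.47 ± 2.44, 20.3 ± 7.62 and 30.9 ± 28.0 CPM in NC, COPD and EA-BN-H (adjusted p = 0.121 for COPD against NC from edgeR), Il1b at 2.06 ± 0.976, 37.7 ± 23.1 and 74.3 ± 107 CPM (0.0992) and Tnf at 0.203 ± 0.351, 10.9 ± 7.37 and 20.3 ± 25.7 CPM (0.0732). Il6 stood at 0.0658 ± 0.114, 1.43 ± 0.997 and 1.79 ± 2.08 CPM (0.201). The log2 fold changes of Nlrp3, Il1b, Tnf and Il6 for EA-BN-H against COPD were 0.61, 0.98, 0.90 and 0.32. Without EA-BN-H replicate 2 they were -0.45, -1.61, -0.995 and -1.27, so the higher EA-BN-H means of these genes depended on that library. Signs also turned with all libraries kept. With TPM, where the median of all genes is -0.53, they were -0.21, -0.49, -0.13 and -0.14. With FPKM, where that median is -0.33, they were -0.04, -0.25, 0.04 and -0.10. Il1b was at -0.24 with a replicate block. Il6 was also at -0.16 without COPD replicate 2. Nqo1, a quinone reductase under Nrf2, stood at 10.9 ± 4.60, 2.51 ± 1.85 and 3.43 ± 1.58 CPM (0.0912), and Cat, catalase, at 249 ± 90.2, 113 ± 28.9 and 131 ± 45.2 CPM (0.139). For COPD against NC the log2 fold changes of Nfe2l2, Hmox1, Txnip, Casp1, Bax and Bcl2 were 0.06, 0.71, -0.18, 1.51, 0.97 and -0.03, and for EA-BN-H against COPD they were 0.09, -0.11, -0.05, 0.05, -0.08 and -0.12.

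The heatmaps of Fig. 10E and Fig. 10F print a scaled value for each gene and column, and these 90 values were compared with those of the deposited counts over all 60480 ordered choices of 6 of the 9 libraries per panel. The best match put the libraries labelled NC in the columns headed COPD + EA-BN and the libraries labelled COPD in the COPD columns, with a root mean square difference of 0.0715 on log2 scaled counts (0.0798, 0.163 and 0.180 on the 3 other scales tried), while the libraries labelled EA-BN-H in those columns gave 0.898 at best (0.934, 1.07 and 0.957). An exchange of the labels NC and EA-BN-H as whole groups is argued against by the cytokine and chemokine genes, whose median log2 fold change in the libraries labelled EA-BN-H against those labelled NC was 5.25. That the columns hold the libraries labelled NC may explain the pattern, as a hypothesis found and tested on the same values. The paper's RT-PCR (Fig. 10G,H) runs the way its heatmaps do, with ND genes higher and inflammasome genes lower, which does not settle it, and an exchange of tubes before sequencing was not tested.

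By the paper's counts, 80.2% of the DEGs of its second comparison are shared with COPD against NC and 81.3% are higher. Here EA-BN-H against COPD shared 38.7% of its DEGs (14.3 to 50.4% over the settings set in advance, and 52.9% with DESeq2 on transcripts at the adjusted p, an added setting). The paper's share lies outside that range. No setting came near all of the paper's counts, so this does not decide whether the paper made that comparison. EA-BN-H against NC shared 79.5% (31.2 to 86.1%), with 1553 DEGs, 1234 shared and 80.2% higher. Whether the paper's second comparison was EA-BN-H against NC cannot be told apart from other origins of the counts, since 1553 is far from the paper's number and the range over settings is wide.

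The split of COPD replicates 1 and 3 with EA-BN-H replicate 2 against the other 3 libraries gave 650 genes at the adjusted p. Of these edgeR calls, 547 were higher on the side with EA-BN-H replicate 2. Across the labels COPD and EA-BN-H there were 0, which points to a structure of the samples other than their labels. The split was the highest of 10 and was picked after the counts were seen. An effect of 7SL RNA cannot be told apart: its share was 32.5 to 41.0% on that side and 39.9 to 63.5% on the other, and although 486 of the 650 genes were also called with scaling on nuclear protein-coding genes, this moved all genes by 0.08, less than their median standard error of 0.22. An exchange of the names of COPD replicate 2 and EA-BN-H replicate 2 between figure and table is argued against by a root mean square difference of 0.216 to the heatmaps, against 0.0715 with the libraries labelled COPD in the COPD columns and those labelled NC in the others, by a limit of 0.2 that was chosen after these values were seen. Differences between mice in the response to exposure, and an exchange of tubes before sequencing, stay open and were not tested. With 0 genes across the labels all 10 splits of these libraries give at least as many at the adjusted p whatever the grouping, so that count tests nothing (highest other 650), and 4 gave at least their 150 DEGs (highest other 1310); for COPD against NC 1 gave as many as 299 genes (highest other 1) and 1 as many as 1771 DEGs (highest other 899), and 10 splits are too few for a share under 0.05.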
